# Nitrate and Ammonium Affect the Overall Maize Response to Nitrogen Availability by Triggering Specific and Common Transcriptional Signatures in Roots

**DOI:** 10.3390/ijms21020686

**Published:** 2020-01-20

**Authors:** Laura Ravazzolo, Sara Trevisan, Cristian Forestan, Serena Varotto, Stefania Sut, Stefano Dall’Acqua, Mario Malagoli, Silvia Quaggiotti

**Keywords:** ammonium, amino acids, gene expression, maize, nitrate, plant development, RNA-Seq, root

## Abstract

Nitrogen (N) is an essential macronutrient for crops. Plants have developed several responses to N fluctuations, thus optimizing the root architecture in response to N availability. Nitrate and ammonium are the main inorganic N forms taken up by plants, and act as both nutrients and signals, affecting gene expression and plant development. In this study, RNA-sequencing was applied to gain comprehensive information on the pathways underlying the response of maize root, pre-treated in an N-deprived solution, to the provision of nitrate or ammonium. The analysis of the transcriptome shows that nitrate and ammonium regulate overlapping and distinct pathways, thus leading to different responses. Ammonium activates the response to stress, while nitrate acts as a negative regulator of transmembrane transport. Both the N-source repress genes related to the cytoskeleton and reactive oxygen species detoxification. Moreover, the presence of ammonium induces the accumulation of anthocyanins, while also reducing biomass and chlorophyll and flavonoids accumulation. Furthermore, the later physiological effects of these nutrients were evaluated through the assessment of shoot and root growth, leaf pigment content and the amino acid concentrations in root and shoot, confirming the existence of common and distinct features in response to the two nitrogen forms.

## 1. Introduction

Nitrogen (N) represents about 2% of plant dry weight and strongly affects plant growth and crop productivity, being a structural constituent of proteins, nucleic acids and many secondary metabolites [1]. Since in natural environments, N availability is often limited, plants have developed specific mechanisms to adapt to different N sources [2]. Except for some species that can fix atmospheric nitrogen through symbiotic associations with soil microbes, most plants need to directly uptake nitrogen from the soil. Nitrate and ammonium are the two dominant inorganic N forms in natural and cropland soils, accounting for 70% of anion and cation plant absorption [3]. Nitrate represents the major N form in most aerated soils and ammonium is prevalent in acidic and/or water-saturated soils [1]. Due to the complex soil properties in soil waters, the diffusion coefficient of nitrate is 10–100-fold higher than that of ammonium [1]. Consequently, nitrate is rapidly transported towards the roots by mass flow, whereas ammonium is mostly adsorbed by soil particles [4]. To adapt to the fluctuations and different behavior in soil of both these ions and to optimize N uptake, plants need to adapt their root architecture by finely adjusting primary root (PR) and lateral root (LR) development. Several studies performed on *A. thaliana* [5,6,7,8,9] led to hypothesize that ammonium stimulates LR branching, whereas nitrate stimulates LR elongation, thus highlighting a complementary effect of these two ions on LR development which would reflect the plasticity of LRs to the distinct mobility of both N forms. However, although these two ions affect plant growth and physiology differently, concordant results were not always obtained, probably depending on the plant species and genotype utilized [10].

From the physiological point of view many similar responses, as for example trehalose synthesis, glycolysis and sucrose degradation, are triggered by both of them [11,12], but also different and specific signaling seem to exist in response to these nutrients [13]. Indeed, due to the higher need of energy required to assimilate nitrate, these two ions trigger contrasting effects on cellular energetics and redox status [14,15]. Furthermore, the presence of either nitrate or ammonium clearly affect the content of various metabolites and the activity of many enzymes [16,17,18,19,20,21]. Actually, metabolic and signaling responses to N provision also include redox homeostasis adjustments, which in turn may influence the global response to abiotic stress [22,23,24,25]. Over the past few decades, besides improving crop productivity [26], the intensification of the application of N fertilizers also triggered adverse and sometimes conflicting effects on plant–pathogen interactions [27] and plant disease development [28]. For these reasons, plant breeding for resistance also needs to carefully take into consideration plant-pathogen interactions under different N regimes [29].

Despite the different effect of nitrate and ammonium on plant metabolism and development are widely recognized, only a few studies have focused on the molecular characterization of plant responses to ammonium compared with those dealing with the nitrate regulation of gene expression [13].

The assimilation of ammonium and nitrate converges once that nitrate has been reduced to ammonium, leading us to suppose that genes commonly regulated by both ammonium and nitrate presumably respond to ammonium or to a metabolite downstream of ammonium assimilation (e.g., glutamate or glutamine) and that the nitrate-specific gene regulation depends on the nitrate ion itself or on nitrite [30] or on nitric oxide [31].

Nitric oxide has been identified as a crucial component of the signaling occurring in the transition zone of maize root after nitrate provision, being involved in the early developmental response of primary root to nitrate [32,33,34,35,36]. Moreover, more recent results on maize root [37] led us to hypothesize that the regulation of LR development by nitrate and ammonium could partially depend on the inhibition of strigolactones (SLs) biosynthesis observed in response to both these ions, but additional regulatory elements should be identified to better characterize common and specific mechanisms of the regulation of root development in responses to these two nutrients.

Untargeted approaches could strongly improve our knowledge on the pathways governing the physiological response to these two nutrients, allowing us to also identify novel modules of these responses. The identification of key genes underlying the response to nitrogen starvation and nitrate or ammonium provision may enable novel approaches to increase N use efficiency (NUE) and to improve plant resilience to nutritional stresses. In this study, an RNA-sequencing approach was applied to gain a comprehensive picture of common and specific transcriptional mechanisms underlying the early response to N-deprivation and nitrate or ammonium provision of young maize roots. Gene Ontology (GO) and MapMan enrichment analyses were also performed to identify the most important pathways that distinguish these responses. In addition, to better characterize the overall effects of these nutritional treatments on plant physiological status, biomass accumulation, chlorophyll, flavonoids and anthocyanins indexes and amino acid profiles of roots and leaves were also assessed later in the experiment. Our results provide new insight on the maize root molecular regulation of the early sensing of these nutritional cues, thus allowing to recognize key specific components which could impact on both root and whole plant development and physiology.

## 2. Results

### 2.1. Reads Processing and Differential Expression Analysis

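The transcriptome data came from root apexes of seedlings of the maize inbred line B73, sampled after 24 h in a nutrient solution without nitrogen (-N), with 1 mM nitrate or with 1 mM ammonium. There were 3 biological replicates per condition, 9 libraries in all, each made from pooled seedlings. The methods of the paper give 20 seedlings per replicate, while the record of the series gives 10 to 15. The authors trimmed the reads, mapped them with Tophat to the B73 AGPv4 assembly with its Gramene gene annotation, removed reads assigned to many positions, and estimated one RPKM value per gene and condition with Cuffdiff, over the 3 replicates of that condition. The table used here holds these estimates for 45260 identifiers. Of these, 43484 are Zm00001d gene models and 174 are GRMZM5G identifiers of mitochondrial and plastid genes. A further 1448 are ENSRNA identifiers of non-coding RNAs, with 157 microRNA precursors among them, and 154 are zma-MIR identifiers of microRNA genes. The table holds one value per condition and no value per replicate, so every number is the authors' value. No difference can be set against the spread between replicates, and no p-value was computed. The read depth behind a value is unknown from RPKM. The RPKM values summed to 915808 after nitrate, 885720 in -N and 929408 after ammonium. At least 1 RPKM was listed for 20852 identifiers after nitrate, 20324 in -N and 20848 after ammonium. The change of a gene was taken as the log2 ratio of its value after nitrate or ammonium to its value in -N, without a pseudocount, as Cuffdiff gives it. Genes with at least 1 RPKM in at least one of the 2 conditions compared were kept, and a gene counted as changed when its log2 ratio lay beyond 0.58 in either direction, which is the fold threshold of the paper without its false discovery rate. For genes taken from the supplementary tables of the paper, the same threshold was applied without a minimum RPKM. For single genes, the change was also set against the 1000 genes of nearest mean RPKM, by the percentage of them that changed at least as far in the same direction. The 1000 genes include the gene itself, so 0.1% means that no other gene changed as far. This percentage describes these 3 columns of values and is not a test.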

RNA-Seq technique was employed to analyze the transcriptomic profiles of maize root apexes in response to N-supply as nitrate 1 mM (+NO_3_^−^) or ammonium (+NH_4_^+^), compared to those grown in N-deprivation (-N). After Illumina sequencing, adapters and low-quality reads were removed, resulting in 23 to 35 million high-quality reads per biological replicate, with about 98% of them mapped on the maize B73 reference genome (Table S1). Cuffdiff v2.2.1 [38] was then used for differential expression analysis after estimation of gene transcript abundances in the different conditions (expressed as RPKM—Reads Per Kb per Million) (Supplementary dataset 1).

For each comparison between N-supply plants (+NO_3_^−^ or +NH_4_^+^) and N-deprived plants (-N), the genes showing a log2 fold change ratio >|0.58| (corresponding to a 1.5-fold change variation in expression level) and a false discovery rate (FDR)-adjusted *p*-value ≤ 0.05 were considered as differentially expressed genes (DEGs). Pairwise comparisons resulted in 1349 DEGs significantly responsive to NO_3_^−^, while 1264 were significantly regulated by NH_4_^+^ (Figure 1). 

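With the fold threshold alone, 3695 of the 21290 genes with at least 1 RPKM in -N or after nitrate were changed after nitrate (17.4%), and 6599 of the 21373 genes with at least 1 RPKM in -N or after ammonium were changed after ammonium (30.9%). Among the genes changed after nitrate, 86 were listed at 0 in -N and 57 were listed at 0 after nitrate. The corresponding numbers for ammonium were 77 and 63. Without any filter, 11020 genes lay past the threshold after nitrate and 13966 after ammonium, and with the log2 ratio beyond 1 they were 1657 and 2720. The quartiles of the log2 ratios were -0.15 and 0.28 for nitrate and -0.31 and 0.44 for ammonium, with medians of 0.04 and 0.02. The genes with the largest rise after nitrate, among Zm00001d genes with at least 10 RPKM in one of the conditions, were Zm00001d048644, which went from 0.0839 RPKM in -N to 11.1 (log2 ratio 7.05), Zm00001d045843 (6.65) and Zm00001d045022 (6.14). Zm00001d027511 fell farthest, from 11.0 to 0.675 RPKM (log2 ratio -4.03), followed by Zm00001d041985 (-3.48) and the peroxidase gene Zm00001d022283 (-3.20). After ammonium the largest rises were those of Zm00001d036125, from 1.10 to 43.0 RPKM (5.29), Zm00001d051938, from 6.40 to 236.8 RPKM (5.21), and Zm00001d043574 (5.06). The largest falls were those of Zm00001d020028, from 12.9 to 1.67 RPKM (-2.95), Zm00001d040422 (-2.12) and Zm00001d047124 (-1.86). The files do not pair most of these identifiers with names.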

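Of the genes past the fold threshold after nitrate, 2532 were higher and 1163 were lower than in -N, so that 68.5% were higher (95% Wilson interval 67.0% to 70.0%, which covers the counting of genes and not the error between replicates). After ammonium 4179 genes were higher and 2420 were lower, which is 63.3% higher (62.2% to 64.5%). The split after ammonium moved most with the fold threshold, and 78.3% were higher when the log2 ratio had to lie beyond 1. Rescaling the 3 columns to the same total gave 62.7% after nitrate and 54.6% after ammonium. Table S2 lists the genes that passed the false discovery rate of the paper in at least one comparison. The paper reports 2324 such genes, and the copy used here holds 1998 of them, with the same RPKM values. Of these 1998 genes, 829 were higher and 514 lower after nitrate by the fold threshold (61.7% higher), and 1288 were higher and 234 lower after ammonium (84.6% higher). Table S2 does not give which of the 2 comparisons was significant for a gene.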

The two applied N sources showed a different impact on the transcriptional regulation of root apexes: among the 1349 DEGs responsive to NO_3_^−^, 41.9% were up-regulated and 58.1% down-regulated, while among the 1264 DEGs responsive to NH_4_^+^, 92% were up-regulated and only 8% resulted in being significantly down-regulated by the cation (Figure 1A). 

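Grouped by magnitude, 38.3% of the genes past the fold threshold after nitrate had a log2 ratio between 0.58 and 1, and 24.9% between 1 and 2.5. A further 5.30% had a log2 ratio above 2.5 or were listed at 0 in -N, 110 and 86 genes. On the side of the lower genes, 16.8% lay between -1 and -0.58, 11.8% between -2.5 and -1, and 2.84% lay below -2.5 or were listed at 0 after nitrate, 48 and 57 genes. After ammonium 31.1% lay between 0.58 and 1, 26.1% between 1 and 2.5, and 6.18% above 2.5 or at 0 in -N, 331 and 77 genes, whereas 27.7% lay between -1 and -0.58, 7.58% between -2.5 and -1, and 1.38% below -2.5 or at 0 after ammonium, 28 and 63 genes.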

The genes whose transcription was up- and down-regulated by each treatment were then grouped based on the magnitude of their transcriptional changes (Figure S1).

By comparing the DEGs regulated by nitrate or ammonium (Figure 1B), four sub-groups of genes were identified which expression was affected by both N sources. These groups only account for a small fraction of DEGS (289 genes, corresponding to the 12.4% of total DEGs). Among them, 229 DEGs were up-regulated in response to both NO_3_^−^ and NH_4_^+^, while 28 DEGs were commonly down-regulated in response to both NO_3_^−^ and NH_4_^+^. 

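By the fold threshold alone, 1244 genes were higher after both nitrate and ammonium and 425 were lower after both. The 2 comparisons share the -N values, and a chance deviation of -N moves both ratios the same way. In 100 simulations of 3 unchanged groups, whose scatter was drawn from the nitrate ratios of genes of similar expression, 734.3 genes on average were higher in both (range 660 to 790) and 837.0 were lower in both (753 to 907). This scatter takes the whole difference between nitrate and -N as noise. Only genes above 0 in all 3 conditions were simulated, while the observed counts include genes listed at 0. The ammonium group was given the same scatter, although its ratios spread more widely, and the simulations gave 1920 genes higher and 1915 lower after ammonium on average, so that they set no limit on what noise in the ammonium values can produce. Of the genes higher after nitrate, 49.1% were also higher after ammonium, against 38.1% on average in the simulations (35.3% to 40.4%). Of the genes lower after nitrate, 36.5% were also lower after ammonium, against 43.7% (40.9% to 46.6%). Across the 21608 genes above 0 in all 3 conditions and with at least 1 RPKM in one of them, the nitrate and ammonium log2 ratios had a Pearson r of 0.399 and a Spearman rho of 0.396, and the simulations gave 0.501 and 0.462. Genes are not independent replicates, and no p-value was attached to these values. With nitrate as the shared baseline in place of -N, r was 0.386 and rho 0.255, and with ammonium they were 0.692 and 0.699. The number of genes higher in both moved farthest without a filter, to 3800.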

DEGs showing opposite transcriptional changes in response to NO_3_^−^ and NH_4_^+^ were identified as 32 DEGs. However, the majority of DEGs (87.6% of total DEGs) were specifically and exclusively regulated by nitrate (45.6% among the total DEGs) or ammonium (42% among the total DEGs) if compared with -N-treated roots, as shown in the Venn diagram.

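Opposite changes past the fold threshold were found for 224 genes, of which 89 were higher after nitrate and lower after ammonium, and 135 were lower after nitrate and higher after ammonium. The simulations of unchanged groups gave 129.7 genes on average (107 to 153). Zm00001d051938, which rose after ammonium, belongs to the second group and was listed at 1.01 RPKM after nitrate (log2 ratio -2.66). The number of opposite changes was 68 with the log2 ratio beyond 1.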

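Among the 8401 genes past the fold threshold in at least one comparison, 1802 (21.4%) were changed after nitrate alone, 4706 (56.0%) after ammonium alone and 1893 (22.5%) after both. The simulated unchanged groups, with the same shared control, gave fewer genes in both, 1701 on average (1621 to 1791), but a higher share, 28.5% (27.3% to 29.7%), because they had 2134 genes changed after ammonium alone (2050 to 2255) and 5976 genes in all. The observed share is thus lowered by the many genes past the threshold after ammonium alone, and it does not show that fewer genes changed together than in unchanged groups. Without a filter on low values the share changed after both was 39.4% and that after ammonium alone 38.5%. A gene assigned to one N source in this way need not be at its -N level after the other, because a change just under the threshold is counted as none. Whether the nitrate and the ammonium response of a given gene differ was not tested, since the values per replicate were not used here. The paper, with both its thresholds, reports 87.6% of its genes as regulated by a single N source. It proposes that separate pathways respond to the 2 ions.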

To better dissect the overlapping and unique root response to 24 h of nitrate or ammonium provision, a hierarchical clustering of DEGs was then performed by using their normalized expression values in the three samples. The DEGs being differentially expressed in at least one treatment were arranged into eight clusters according to their expression dynamics, as displayed in the heat map (Figure 2; Table S2). 

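The 1998 genes of Table S2 were clustered again from their 3 RPKM values, with 1 minus the Pearson correlation as distance and average linkage, and the tree was divided into 8 clusters. After matching each new cluster to one of the paper, 1701 genes (85.1%) fell in the matching cluster. All 850 genes listed in cluster 1, all 263 of cluster 5 and all 61 of cluster 6 did so. The matching share was lower for cluster 2 (111 of 162 genes), cluster 3 (117 of 207), cluster 7 (173 of 229) and cluster 8 (126 of 225). Of the genes of cluster 3, 90 joined the genes of cluster 5, as did the single gene of cluster 4. Complete linkage moved the share most, to 73.2%. With 3 values per gene, a profile is fixed by its direction alone, and the clusters divide a continuous range of directions.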

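The median log2 ratios of the genes listed in each cluster of Table S2 were as follows. In cluster 1 the median was 0.24 after nitrate and 1.60 after ammonium, and in cluster 6 it was -0.25 and -1.15. Of the 850 genes of cluster 1, all were higher after ammonium by the fold threshold, 197 were also higher after nitrate and 54 were lower after nitrate. Cluster 5 had medians of 1.37 after nitrate and 0.26 after ammonium, and 177 of its 263 genes were changed after nitrate alone, 68 were higher after both and 18 were higher after nitrate and lower after ammonium. In cluster 7 the medians were -1.12 and 0.09, with 193 of 229 genes changed after nitrate alone and 36 also higher after ammonium. Cluster 8 had medians of -1.12 and -0.76, and 154 of its 225 genes were lower after both by the fold threshold, the other 71 after nitrate alone.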

As from the Venn analysis, the cluster analysis confirmed the existence of groups of genes commonly regulated by nitrate and ammonium provision (clusters 2, 3 and 8), while other are specifically regulated only by nitrate (clusters 5 and 7) or by ammonium (clusters 1 and 6). Cluster 4 contains a single gene up-regulated by nitrate and down-regulated by ammonium provision (Zm00001d015905). In addition, the heat map pointed out a different behavior within the genes up-regulated by both nitrate and ammonium, revealing 183 DEGs that are weakly up-regulated by nitrate but strongly up-regulated by ammonium (cluster 2) and 237 DEGs with a strong up-regulation induced by nitrate and a weak up-regulation induced by ammonium provision (cluster 3). 

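Zm00001d015905 had 50.5 RPKM after nitrate, 32.3 in -N and 14.0 after ammonium. Its log2 ratios were 0.65 and -1.20. Of the 1000 genes of nearest mean RPKM, 5.3% rose at least as far after nitrate and 0.4% fell at least as far after ammonium. The nitrate ratio lies just past the threshold of 0.58. In the copy of Table S2 used here, 19 genes were past the fold threshold upward after nitrate and downward after ammonium, this gene and 18 genes that the paper places in cluster 5.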

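In cluster 2, the copy of Table S2 used here lists 162 genes. Their median log2 ratio was 1.07 after nitrate and 1.48 after ammonium, and 161 of them were higher after both by the fold threshold. For the 207 genes listed in cluster 3 the order was the opposite, with medians of 1.17 after nitrate and 0.90 after ammonium. In this cluster 172 genes were higher after both, and the other 35 passed the fold threshold after nitrate alone. The medians of both clusters lie above 0.58 for both N sources.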

Only a subset of the DEGs included in these two clusters were classified as commonly up-regulated by N supply in the Venn analysis.

### 2.2. Annotation and Classification of Clustered DEGs into GO Functional Categories

A GO enrichment analysis was performed to functionally characterize the DEGs included in the eight different transcriptional profiles (Figure 3; Supplementary dataset 2; Table S3). Genes specifically up-regulated by ammonium (cluster 1) were enriched in GO terms related to ‘hormone-mediated signaling pathway’, in particular to ethylene, salicylic acid, jasmonic acid, karrikins and abscisic acid (Table S4). This term was also over-represented among DEGs included in cluster 2, which included those genes strongly up-regulated by NH_4_^+^ and weakly up-regulated by nitrate (Table S6). It is interesting to note how these hormones could be linked for their functions to the other main terms induced by ammonium, such as ‘response to biotic stimulus’ (Table S4). Indeed, ammonium up-regulated DEGs were also enriched in terms involved in the ‘immune response’ and “response to water deprivation”. Conversely, among the very few terms enriched in DEGs of cluster 6 (down-regulated by ammonium), ‘cell proliferation’ was unique.

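Table S4 lists 36 genes of cluster 1 under the response to hormone. All 36 were higher after ammonium, with a median log2 ratio of 1.61 and a range from 0.86 to 4.06. After nitrate 30 of them were above their -N value and 6 below it, with a median of 0.33, and 5 were higher by the fold threshold. The paper chose these genes from the same libraries, so their direction is not independent evidence. The same holds for the genes of every other term of Tables S4 to S6 given below. The gene with the largest change was Zm00001d022461, described as an ERF-like protein, with 10.2 RPKM in -N, 13.3 after nitrate and 170.7 after ammonium (log2 ratio 4.06). The glutathione transferase gene Zm00001d027557 rose from 10.5 to 123.4 RPKM after ammonium (3.56), and Zm00001d019078, a mitochondrial AAA-ATPase, from 12.7 to 104.3 RPKM (3.03). The last gene also rose after nitrate, to 28.8 RPKM (1.18). At most 0.8% of the genes of nearest mean RPKM rose as far after ammonium as any of these 3 genes.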

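For clusters 2 and 3 together, Table S6 lists 81 genes under the response to hormone. All 81 were above their -N value after both N sources. By the fold threshold, 80 were higher after nitrate and 77 after ammonium, and the median log2 ratios were 1.16 and 1.24. The largest rises after nitrate were those of Zm00001d050577, a sugar transporter of the SWEET family (SWEET15a), from 0.214 to 1.90 RPKM (log2 ratio 3.15), and of Zm00001d038741, a pistil-specific extensin-like protein, from 2.19 to 13.3 RPKM (2.61). After ammonium, Zm00001d001774, a CCR4-associated factor homolog, rose from 0.395 to 3.43 RPKM (3.12), and it also rose after nitrate (2.48). It was followed by the glycosyltransferase gene Zm00001d044106 (3.08) and the leucine-rich repeat gene Zm00001d035756 (2.92). With a pseudocount of 1, which weighs down genes of low RPKM, the medians were 0.94 after nitrate and 0.97 after ammonium.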

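Under the response to biotic stimulus, Table S4 lists 69 genes of cluster 1, all higher after ammonium by the fold threshold, with a median log2 ratio of 1.78 and a range from 0.91 to 5.79. After nitrate 19 of them were higher and 6 lower by the same threshold, with a median of 0.31. The 3 largest changes belong to genes that were low without ammonium. Zm00001d049926, a gibberellin 20 oxidase, had 0.135 RPKM in -N, 0.256 after nitrate and 7.49 after ammonium. The peroxidase gene Zm00001d010218 had 0.240, 0.146 and 9.60 RPKM in the same order, and the cytochrome P450 gene Zm00001d012322 had 0.411, 0.117 and 9.41 RPKM. Such ratios rest on -N values under 1 RPKM, whose error is not known from the table.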

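The 23 genes of cluster 1 that Table S4 lists under the response to water deprivation had a median log2 ratio of 1.81 after ammonium (range 0.96 to 4.74) and of 0.33 after nitrate (range -1.48 to 1.30). Besides Zm00001d027557, the largest changes after ammonium were those of Zm00001d049173, described as a WRKY protein, from 0.135 to 3.60 RPKM (4.74), and of the glycosyltransferase gene Zm00001d021168, from 0.662 to 13.6 RPKM (4.36). The latter fell after nitrate, to 0.242 RPKM (-1.45).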

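Under cell proliferation, Table S4, a list of representative genes, names 2 genes of cluster 6. Zm00001d018415, which encodes the proliferating cell nuclear antigen, had 78.3 RPKM in -N, 73.0 after nitrate and 39.1 after ammonium, with a log2 ratio of -0.10 after nitrate. Among the genes of nearest mean RPKM, 0.7% fell as far after ammonium. The Faciata 1-like gene Zm00001d012166 had 8.13, 6.89 and 3.52 RPKM in the same order (log2 ratios -0.24 and -1.21), and 1.3% of the genes nearest to it fell as far.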

Among the GO terms associated with NO_3_^−^ response (Table S5), the terms “polysaccharide binding” and “apoplast” were over-represented among DEGs included in cluster 5 (up-regulated only by nitrate). 

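Table S5 lists 9 genes of cluster 5 under apoplast. All were higher after nitrate, with a median log2 ratio of 0.91 and a range from 0.59 to 4.93, and after ammonium their median was -0.07. The dirigent protein gene Zm00001d052585 stood far above the rest, with 46.7 RPKM after nitrate, 1.53 in -N and 1.45 after ammonium. A further dirigent protein gene, Zm00001d047775, rose from 8.08 to 19.6 RPKM (1.28), and the mannitol dehydrogenase gene Zm00001d004443 from 0.974 to 2.80 RPKM (1.52). After ammonium the log2 ratios of these genes were 0.59 and -0.74, both past the fold threshold. Under polysaccharide binding, Table S5 lists 2 genes. Zm00001d038049, a lichenase, had 19.8 RPKM after nitrate and 10.4 in -N (0.92). Zm00001d043361, a glucan endo-beta-glucosidase, had 38.7 and 24.2 RPKM (0.68). In turn, 3.2% and 3.8% of the genes of nearest mean RPKM rose as far after nitrate.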

Regarding the terms enriched in DEGs repressed by NO_3_^−^ (cluster 7), many terms could be related to the transmembrane transport, such as “cation transmembrane transport”. In addition, other enriched terms specific of this cluster are related to secondary metabolism, such as “secondary metabolite biosynthetic process”.

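Under cation transmembrane transport, Table S5 lists 9 genes of cluster 7. All 9 were lower after nitrate by the fold threshold, as the choice of cluster 7 genes fixed beforehand. Their median log2 ratio was -0.90, with a range from -2.12 to -0.59. After ammonium 6 were above and 3 below their -N value, with a median of 0.31. The largest decreases were those of the ammonium transporter genes Zm00001d017249, from 2.81 RPKM in -N to 0.645 after nitrate, and Zm00001d034782, from 8.57 to 2.95 RPKM (-1.54). The potassium transporter gene Zm00001d003861 fell from 57.8 to 21.2 RPKM (-1.44) and was at 55.7 RPKM after ammonium. It is one of 3 potassium transporter genes in the list, all lower after nitrate and with log2 ratios from -0.16 to 0.47 after ammonium.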

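The 9 genes of cluster 7 listed under secondary metabolite biosynthetic process had a median log2 ratio of -1.17 after nitrate (range -1.84 to -0.59) and of 0.07 after ammonium (range -0.39 to 1.40). The dirigent protein gene Zm00001d048814 fell from 4.33 to 1.21 RPKM after nitrate (-1.84) and the gene Zm00001d018791, described as an anther-specific proline-rich protein, from 2.03 to 0.642 RPKM (-1.66). Zm00001d035115, a multidrug and toxic compound extrusion transporter linked to aluminum tolerance, had 14.1 RPKM after nitrate, 49.1 in -N and 129.6 after ammonium. Its log2 ratios were -1.80 and 1.40, so that it passed the fold threshold in both comparisons and in opposite directions.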

Investigating the common response to both nitrate and ammonium (Table S6), terms regarding cytoskeleton organization, such as “structural constituent of cytoskeleton”, and ROS metabolism, such as “reactive oxygen species metabolic process”, are enriched in cluster 8 (DEGs down-regulated both by NH_4_^+^ and NO_3_^−^). 

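Table S6 lists 4 genes of cluster 8 under structural constituent of cytoskeleton, all of them tubulin genes. After nitrate their log2 ratios ran from -1.14 to -0.61, with a median of -0.73, and after ammonium from -0.90 to -0.65, with a median of -0.67. Zm00001d021891, an alpha chain gene, had 642.1 RPKM in -N, 392.2 after nitrate and 403.7 after ammonium, and beta tubulin5 (Zm00001d040509) had 365.4, 166.3 and 230.5 RPKM. The other named alpha chain gene, Zm00001d006651, had 276.4, 164.5 and 148.2 RPKM. Among the genes of nearest mean RPKM, 2.3% fell as far as Zm00001d021891 after nitrate and 8.4% after ammonium. Tubulin genes are similar in sequence, and reads shared between them were divided by the multi-read correction of Cuffdiff. The 13 genes under reactive oxygen species metabolic process were all below their -N value after both N sources. They fell more after nitrate, with a median log2 ratio of -1.65 (range -3.70 to -0.60), than after ammonium, with a median of -0.78, and 11 of them passed the fold threshold after ammonium. The peroxidase gene Zm00001d022283 had 62.7 RPKM in -N, 6.84 after nitrate and 27.6 after ammonium. Lower expressed were the peroxidase genes Zm00001d028348, with 3.67, 0.282 and 1.29 RPKM, and Zm00001d026357, with 1.59, 0.148 and 1.00 RPKM.

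**Figure D1:**
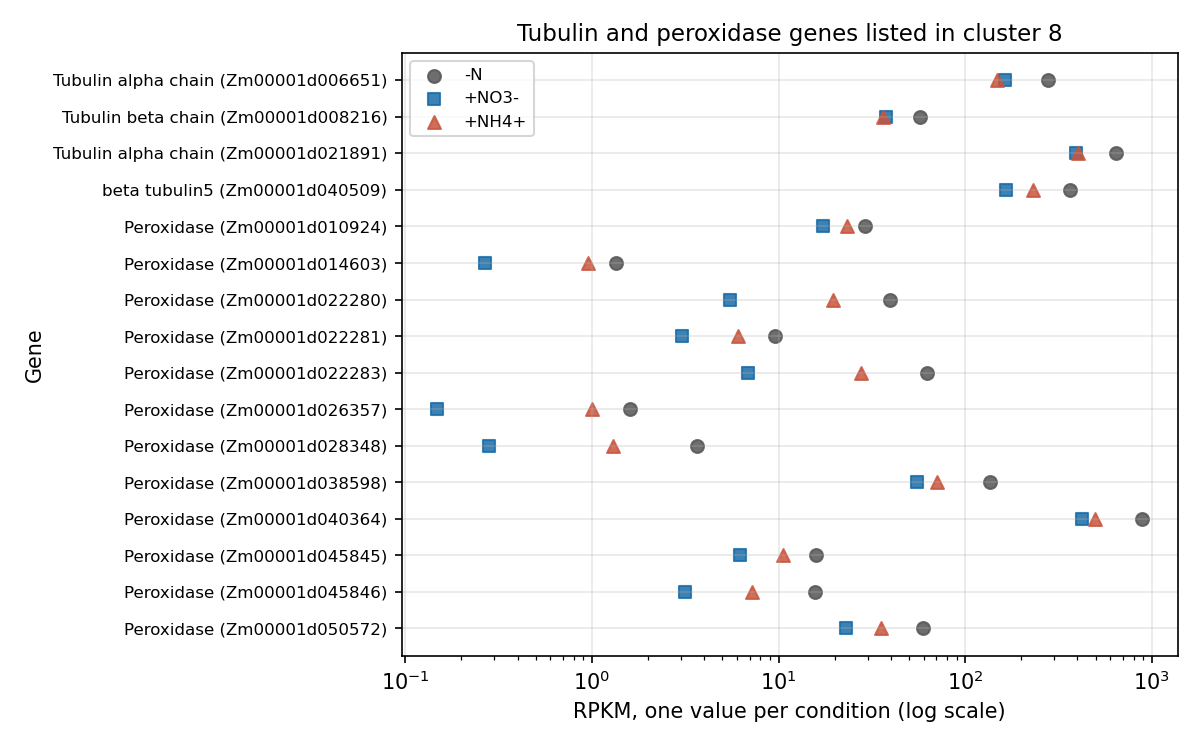
RPKM values (log axis) of the 4 tubulin and 12 peroxidase genes that Table S6 lists in cluster 8, with one point per gene and condition and no error bars, since the table holds one value per condition. For each gene the point of -N lies to the right of the points of nitrate and ammonium, and for each peroxidase gene the nitrate point lies to the left of the ammonium point.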

Finally, the single gene induced by nitrate and repressed by ammonium (cluster 4) corresponds to the Zm00001d015905 accession, which encodes a SWEET sugar transporter.

These results indicate that NH_4_^+^ strongly and positively affects the hormones involved in the stress response. In addition, ammonium down-regulated genes related to “cell proliferation”. On the other hand, nitrate repressed the expression of genes related to the cation transmembrane transport and secondary metabolism, while only a few terms appeared specific for the nitrate-induced up-regulation, above all the apoplast localization and the polysaccharide binding. Moreover, genes down regulated by both inorganic N sources are associated to reactive oxygen species (ROS) detoxification and cytoskeleton reorganization.

### 2.3. Classification of DEGs into MapMan Functional Categories

In addition to GO enrichment, functional analyses of DEGs were performed by means of MapMan over-representation analysis. Several pathways were found enriched or depleted among genes differentially expressed in the two analyzed N-treatments (Figure 4). However, as expected, some gene categories were similarly enriched following the application of the two N-treatments. The MapMan categories “N-metabolism” and “cell organization” were highly affected by both NO_3_^−^ and NH_4_^+^. The first bin was significantly enriched among genes up-regulated by both NO_3_^−^ and NH_4_^+^, while the second bin—in particular annotations related to the cytoskeleton organization through actin and tubulin—was strongly over-represented among genes down-regulated in response to both these N forms. Moreover, the bin ‘cell wall’ was significantly over-represented among genes down-regulated by NO_3_^−^ provision, while this pathway was not significantly affected by NH_4_^+^.

Among the ‘regulation of transcription’ bin, the AS2/LOB and WRKY transcription factor (TF) families appeared enriched exclusively in ammonium up-regulated genes, while AP/EREBP TF family was also over-represented among nitrate-induced genes.

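By the words WRKY, LOB domain, AP2, ethylene-responsive transcription factor and dehydration-responsive element-binding, the descriptions in Tables S3 to S6 name 6 WRKY genes, 2 LOB domain genes and 5 AP2/EREBP genes. The gene described as ERF-like (Zm00001d022461) is not matched by these words and is not among the 5. These are genes that the paper selected from the same libraries, and the other members of the families were not analysed here. The 6 WRKY genes were all higher after ammonium, with a median log2 ratio of 2.01 and a range from 1.62 to 4.74, and 3 of them were also higher after nitrate by the fold threshold (median of the 6 genes 0.64, highest 1.36). The 2 LOB domain genes are listed in clusters 2 and 3 and rose after both N sources. Zm00001d029506 had 3.84 RPKM in -N, 8.39 after nitrate and 11.7 after ammonium, and Zm00001d051891 had 1.99, 4.96 and 3.21 RPKM. The AP2/EREBP gene Zm00001d026271 was listed at 0 in -N. The other 4 rose after ammonium with log2 ratios from 1.44 to 2.66, and after nitrate with log2 ratios from 0.41 to 0.63. The LOB domain and AP2/EREBP genes named here were singled out after their values were seen.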

In addition, genes associated to the ‘hormone metabolism and responses’ bin were differentially regulated by both nitrate and ammonium, with this last being more effective, as already shown from GO enrichment. 

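For ethylene, Table S4 names 3 genes of aminocyclopropane carboxylate oxidase, the enzyme of the last step of ethylene synthesis. Their log2 ratios after ammonium ran from 1.61 to 1.96. The most expressed, Zm00001d011208, had 115.8 RPKM in -N, 188.0 after nitrate and 439.0 after ammonium. Zm00001d024843 and Zm00001d024853 had 3.09 and 13.2 RPKM after ammonium against 0.794 and 4.31 in -N. After nitrate the log2 ratios of the 3 genes were 0.70, 0.64 and -0.54 in the order in which they are named. They were singled out after their values were seen. MapMan categories were not analysed here, because the tables used do not assign genes to them.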

“Ethylene” and “salicylic acid metabolism”’ bins were over-represented among DEGs induced by NH_4_^+^, while “gibberellin metabolism” and “abscisic acid degradation” bins—over-represented among genes—were repressed by the ammonium and nitrate, respectively.

Moreover, NO_3_^−^ was shown to specifically induce over-representation of the “lipid degradation” bin, thus adding new data to the few obtained with GO enrichment. Among the “secondary metabolism” bin, genes associated with “sulphur metabolism” sub-category were over-represented in NO_3_^−^ up-regulated DEGs, ‘flavonoids’ sub-category was enriched among NH_4_^+^ up-regulated ones, while “lignin metabolism” was significantly enriched between genes down-regulated by nitrate. In addition, NH_4_^+^ induced strong enrichment of DEGs in the ‘biotic stress’ bin, thus confirming GO enrichment output.

### 2.4. Differences in Biomass Accumulation between Ammonium and Nitrate Nutrition

The estimation of plant growth, measured as the biomass of roots and leaves during the different nutritional treatments, revealed that the two nitrogenous sources affect plant growth with a different dynamic (Figure 5). After 24 h of treatments (T1), no significant differences were detected among both shoot and root biomass allocation in nitrogen-starved plants (-N, negative control) and nitrate-supplied plants (+NO_3_^−^), while ammonium-(+NH_4_^+^) early triggered a significant reduction in total biomass accumulation with respect to both -N and +NO_3_^−^ plants (about −16%) (Figure 5C).

After one week of nitrogen provision (T7), the total biomass accumulation was statistically differentiated in the three sets of plants (Figure 5C). The highest accumulation was observed in +NO_3_^−^ plants that reached a total biomass 10% higher in comparison to that measured for -N plants. This increase was mainly due to a higher root biomass accumulation (+25% of the root biomass compared to -N-plants), while shoot biomass was similar to -N (Figure 5A,B). Ammonium application resulted in lower total biomass accumulation with respect to both nitrogen-starved plants (-N; −35%) and nitrate-supplied plants (+NO_3_^−^, −40%), and the reduction was detectable in both leaves (about −39% with respect to both -N and +NO_3_^−^,) and roots (−28% if compared to -N, and −42% if compared to +NO_3_^−^).

Primary root (PR) length showed a different trend between T1 and T7, with the longest PR in -N at T1, while at T7 a different behavior of the two N-sources was observed (Figure 6A). Indeed, after seven days the longest PR was induced by nitrate (+12% compared to -N), while ammonium provision induced a strong reduction in PR length (−30%) with respect to -N. Nitrate significantly induced a higher leaf area (+10%) but a smaller root area (−17%) if compared to N-deprived plant (Figure 6B). Considering leaves and roots area at T7, NH_4_^+^-treated plants showed a 46% reduction in both parameters with respect to -N plants.

### 2.5. Leaf Pigments Prediction with Optical Sensor

To study the later effect in planta of the absence or supply of N as inorganic ions, the leaf pigment contents were indirectly measured through the optical sensor Dualex. Three fluorescence indices, namely leaf chlorophyll (CHL), flavonoids (FLAV) and anthocyanins (ANTH), together with the ratio between CHL and FLAV which is called NBI (Nitrogen Balance Index), were evaluated in the plants subjected to the three different N treatments at three times points: T3 (3 days), T6 (6 days) and T7 (7 days) (Figure 7). NO_3_^−^ induced the strongest accumulation of CHL after 3 days of treatment, whilst N-starved (-N) and NH_4_^+^ supplied plants showed slight but significant differences (Figure 7A). Both -N and +NO_3_^−^ plants showed a similar increasing trend of CHL accumulation, with a maximum at T6 where it appeared statistically identical, while 24 h later (T7) it was slightly but statistically higher in +NO_3_^−^ plants than in -N plants. On the other hand, ammonium provision (+NH_4_^+^) determined only a moderate CHL accumulation at T6, while a drastic reduction was visible at T7.

Regarding flavonoids index (FLAV), a decreasing trend of accumulation was observed for nitrate-supplied plants, with the highest content at T3 (Figure 7B). N-deficient plants showed a similar but significant lower level until T6, while at T7 FLAV index became identical between +NO_3_^−^ and -N. As for CHL, ammonium supplied plants showed a lower FLAV content compared to the others two sets of plants, but this pattern of accumulation remained stable at T6 and T7 too.

The anthocyanin accumulation (ANTH) (Figure 7D), showed a constant and increasing higher level in +NH_4_^+^ plants from T3 to T7, while +NO_3_^−^ and -N treatments seemed to not affect ANTH level at any time point.

NBI index was strongly enhanced by the provision of ammonium to the plants from T3 to T6, but the value dropped at T7 (Figure 7C). The same NBI positive trend was observed in both nitrate-supplied and nitrogen-starved plants from T3 to T6, but the value stayed stable and indistinguishable between the two treatments from T6 to T7. However, the NBI index exhibited by both the +NO_3_^−^ and -N plants was lower than the one observed in the +NH_4_^+^ plants at all the time points.

### 2.6. Nitrate and Ammonium Differently Regulate the Amino Acid Profile in Maize Root and Leaf

In order to appreciate the later effects of the three nutritional treatments on plant metabolism, total free amino acids and total hydrolyzed amino acids were determined in root and leaf tissues after 7 days (Figure 8).

A significant lower global free amino acid level in the root was observed upon NO_3_^−^ (−12.6%) and NH_4_^+^ (−4.5%) treatments in comparison to the amount detected in N-deficiency. On the contrary, higher concentrations of global free amino acid were observed in leaves upon both NO_3_^−^- (+28.5%) and NH_4_ (+124.9%) compared to -N (Table S7). The total hydrolyzed amino acid content in the leaves and roots was, instead, always lower in nitrate or ammonium-supplied plants if compared with N-deprived plants, especially in leaves of NH_4_^+^-supplied seedlings which showed a decrease in hydrolyzed amino acids of about 70% compared to -N plants (Table S8).

Among the free amino acids, alanine (Ala) was the most abundant one, representing about 17–25% of the total amount of free amino acids found in leaves and roots for all treatments (Table S7). It showed a higher accumulation upon both nitrate or ammonium supply in both tissues. This effect was particularly evident in the case of ammonium provision (Figure 8C,D).

Contrariwise, the most abundant among the hydrolyzed amino acids was cysteine (Cys) which reached, or even exceeded, the 50% of the total hydrolyzed amino acids amount in all tissues and all treatments ((Figure 8A,B, Table S8), followed by histidine (His) and arginine (Arg). Cys showed the greatest accumulation at root level treated with NH_4_^+^, while the NO_3_^−^ treatment induced no significant differences in Cys concentration compared with -N. Oppositely, Cys level was highest in leaves subjected to N-deficiency, while it was 40% lower in NO_3_^−^ -supplied plants and even 70% lower in +NH_4_^+^- supplied plants) (Figure 8A,B).

Regarding the glutamine (Gln)-free level, no significant differences among treatments were detected in the leaves nor the roots, while a significant higher level in free glutamic acid (Glu) was observed both in roots and leaves treated with NO_3_^−^ and NH_4_^+^ in comparison to -N-roots. Notably, in roots, the free Glu level almost doubled with +NH_4_^+^ if compared to NO_3_^−^ treatment, while only a very low amount of this amino acid was detected after hydrolysis.

Furthermore, free asparagine (Asn) displayed higher accumulation in response to NH_4_^+^ in leaf, while no significant differences were detected upon NO_3_^−^ supply. On the contrary, in roots, Asn displayed no significant differences between -N and NH_4_^+^, while a huge drop in response to NO_3_^−^ was observed.

Free arginine (Arg) and histidine (His) were more abundantly represented in NO_3_^−^-supplied roots, while they were not detectable in any treatment at leaf level. After hydrolysis, Arg showed the highest level both in roots and leaves of -N seedlings in comparison to N-supplied plants. However, NH_4_^+^-provided seedlings evidenced the lowest amount of Arg. On the other hand, hydrolyzed His showed no significant differences between -N and + NO_3_^−^-treatments in leaves, while NH_4_^+^ treatment reduced its content by half. In root, hydrolyzed His displayed the same trend as that described above for hydrolyzed Arg.

Furthermore, the content of free aspartic acid (Asp), methionine (Met), proline (Pro) and valine (Val) was significantly higher in leaves of NH_4_^+^-treated plants whereas no changes were evidenced in roots in response to any treatment. After hydrolysis, Met was the only amino acid that showed the highest amount in response to NO_3_^−^ (and not to -N) in both leaves and roots, while Pro and Val displayed the highest amount in response to N-deficiency in roots.

Finally, free tyrosine (Tyr) content was lower in NH_4_^+^-treated leaves and slightly higher in the leaves of NO_3_^−^ supplied seedlings, while in the roots this trend appeared opposite. After hydrolysis, Tyr level was not detected, while phenylalanine (Phe) showed a significant higher level in response to N-deprivation in root.

In conclusion, NH_4_^+^ supplied plants generally displayed higher levels of t free amino acids in leaves (above all for Ala, Asn, Glu, Met and Val), with the only exception of Tyr being more abundantly represented in leaves of NO_3_^−^ treated plants. In roots, nitrate and ammonium provision similarly affected the accumulation of free Ala, Asp, Met, Pro and Val, while Arg and His were higher in NO_3_^−^-treated roots. On the other hand, Ala and Ser were the only free amino acids showing the highest root content in response to N-deprivation (-N). As far as hydrolyzed amino acids are concerned, they displayed the lowest content in NH_4_^+^-supplied plants and were instead most abundant in the tissues of N-deficient plants (-N). Among them, Met was the only one that accumulated more in response to NO_3_^−^ both in leaves and roots.

## 3. Discussion

Plant development is highly influenced by nitrogen (N) availability, so specific transport and signaling mechanisms were evolved in response to different N sources [2]. Most of the studies have been focused on nitrate (NO_3_^−^) and ammonium (NH_4_^+^), since they are present in both natural and cropland soils at much higher levels than other sources [1]. Plants supplied with ammonium or nitrate display many physiological differences, for example contrasting effects on cellular energetics and redox status [14,15]. A better knowledge of mechanisms regulating nitrate and ammonium response in plants will help to develop a strategy to enhance inorganic N use efficiency (NUE), leading to decrease the use of N fertilizers [39].

Previous results [37] led to hypothesize that nitrate and ammonium both inhibit strigolactone (SL) exudation by maize seedlings, even though to a different extent. In the same paper it was also postulated that this inhibition of SL production could at least partially regulate the development of lateral root (LR). However, it is known that nitrate and ammonium trigger LR growth by activating different mechanisms which are likely dependent by specific molecular events. To better characterize this response an untargeted approach was applied to deepen the early transcriptomic signature of maize roots in response to N-depletion, nitrate provision or ammonium provision. Results obtained confirmed that both nitrate and ammonium significantly down-regulate the expression of genes involved in the strigolactone biosynthesis (Supplementary dataset 1). In addition, a significant up-regulation of the transcription of some well-known genes involved in N transport and metabolism in response to both these ions was noticed (Supplementary dataset 2, Table S3, Figure 4). These preliminary evidences support the correctness of the utilized rationale.

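Table S3 names 15 genes of N transport and metabolism, chosen by the paper from these libraries. After nitrate 9 were higher and 4 lower by the fold threshold, and after ammonium 10 were higher and none was lower. The numbers after nitrate become 8 and 4 when the columns are rescaled to the same total, because ZmNRT1a (Zm00001d029932), with 27.4 RPKM after nitrate and 17.8 in -N, has a log2 ratio of 0.62. Of the genes higher after both, the nitrite reductase gene Zm00001d018161 had 0.820 RPKM in -N, 16.3 after nitrate and 16.7 after ammonium, with log2 ratios of 4.32 and 4.35. The nitrate reductase gene Zm00001d049995 had 0.291, 1.77 and 1.69 RPKM (2.60 and 2.54), and hemoglobin 1 (Zm00001d048020) had 33.1, 300.5 and 228.8 RPKM (3.18 and 2.79). Of the genes of nearest mean RPKM, which include hemoglobin 1 itself, 0.1% rose as far after nitrate and 0.6% after ammonium. Ferredoxin-6 (Zm00001d038291) rose from 10.1 RPKM to 37.2 and 34.6, and the root ferredoxin-NADP reductase gene Zm00001d034345 from 52.3 to 110.2 and 83.7. Hemoglobin 2 (Zm00001d038718) was higher after nitrate, with 5.72 RPKM, than after ammonium, with 0.830, against 0.313 in -N. The glutamine synthetase gene Zm00001d026501 (4.93 RPKM in -N) and the glucose-6-phosphate translocator gene Zm00001d021653 (0.996) reached 13.6 and 3.55 RPKM after nitrate and passed the threshold there alone. The transporters of ammonium and urea went the other way after nitrate. ZmAMT1;1a (Zm00001d025831) had 8.72 RPKM in -N, 3.91 after nitrate and 19.4 after ammonium, and the urea transporter DUR3 (Zm00001d037242) had 0.666, 0.144 and 1.08 RPKM. A further ammonium transporter gene, Zm00001d016771, rose after ammonium alone, from 3.90 to 9.26 RPKM, as did ZmNRT1b (Zm00001d036941), from 1.29 to 3.78 RPKM.

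**Figure D2:**
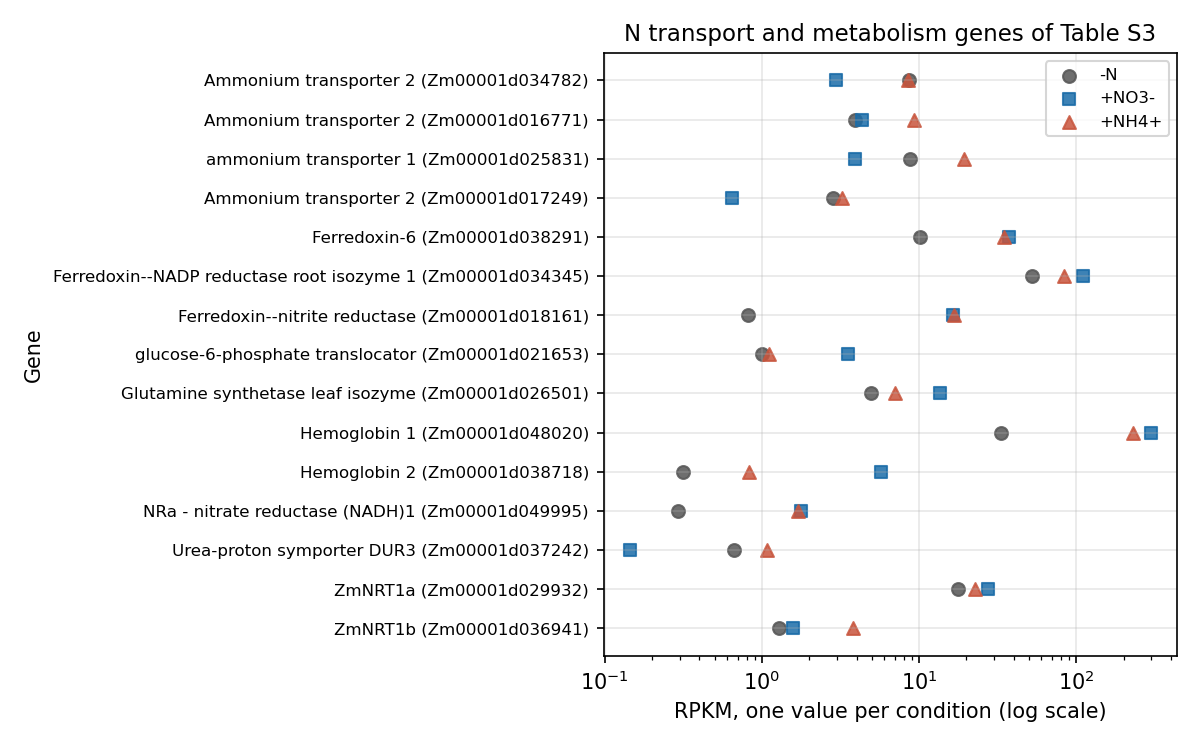
RPKM values (log axis) of the 15 genes of Table S3 in -N, after nitrate and after ammonium, with one point per gene and condition and no error bars, since the table holds one value per condition. The nitrate and ammonium points of the nitrite reductase, nitrate reductase and ferredoxin-6 genes nearly coincide to the right of -N, whereas the nitrate points of 3 ammonium transporter genes and of DUR3 lie to the left of -N.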

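The share of higher genes was followed as the threshold on the log2 ratio was raised from 0.58 to 2.5. After ammonium it rose from its value at 0.58 to 69.9% at 0.75 and 83.4% at 1.25, and it lay between 81.8% and 85.1% beyond that. Genes listed at 0 in one of the conditions have no ratio and are counted at each threshold, and at 2.5 they make up 63 of the 91 genes lower after ammonium. Without them the share after ammonium rose throughout, to 85.8% at 1.25 and 92.2% at 2.5 (331 genes higher and 28 lower). After nitrate it stayed between 64.2% and 68.5%, and between 66.0% and 69.6% without the genes listed at 0. At a log2 ratio beyond 1, 2129 genes were higher and 591 lower after ammonium (95% Wilson interval of the share 76.7% to 79.8%), and 1116 were higher and 541 lower after nitrate (65.0% to 69.6%). Among genes with at least 20 RPKM the shares at this threshold were 84.4% after ammonium and 58.4% after nitrate. The threshold curve, the curve without genes listed at 0 and the minimum of 20 RPKM were added after the values had been seen.

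**Figure D3:**
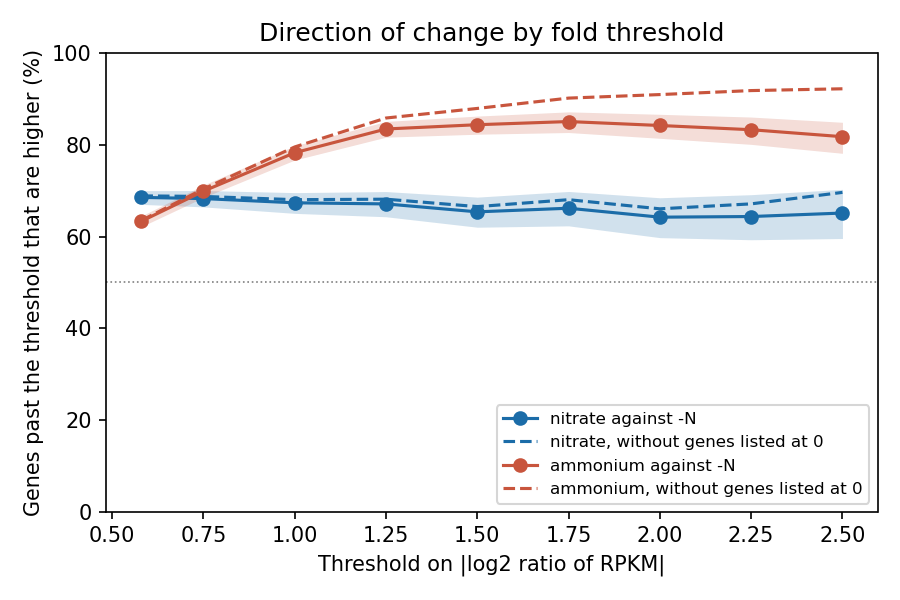
Percentage of the genes past a threshold on the absolute log2 ratio (horizontal axis) that were higher than in -N (vertical axis), for nitrate and ammonium, among genes with at least 1 RPKM. The solid curves count genes listed at 0 in one condition by their direction and the dashed curves leave them out. The shaded bands are 95% Wilson intervals over genes for the solid curves and the dotted line marks 50%. The ammonium curves start below the nitrate curves at 0.58 and lie above them from 0.75 on, and the dashed ammonium curve keeps rising where the solid one levels off.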

Ammonium provision to N-starved roots predominantly up-regulates gene transcription, with only very few genes being down-regulated, whilst nitrate supply induces and represses transcription to a similar extent (Figure 1). Other studies performed in rice [40,41] and in oilseed rape (*Brassica napus*) [10], even if with longer treatments, showed a prevalent down-regulation of gene expression in response to ammonium, suggesting the existence of individual responses among genotypes and in dependence of the duration of the treatment.

Our results also point out that a huge percentage of genes are specifically responsive to only one of these two nitrogen forms, suggesting that distinct and independent pathways are activated to optimize the plasticity of the response to these two ions, as already showed in various species [9,42,43,44,45]. In particular, Gene Ontology (GO) (Figure 3, Table S4–S6, Supplementary dataset 2) and MapMan (Figure 4) enrichments clearly indicate that nitrate provision to N-deprived roots negatively affect transmembrane transport and secondary metabolism, suggesting that 24 h of nitrate provision are sufficient to down-regulate many root saturable transport systems [46,47] and to slow down the biosynthesis of secondary metabolites such as phenylpropanoids and flavonoids, which are known to be abundantly synthetized in the stress response signaling [48,49,50]. Nitrate also specifically induces the transcription of genes involved in polysaccharide binding and sugar transport, congruent with results on leaf area, biomass accumulation and chlorophyll index (Figure 5, Figure 6 and Figure 7) and with previous studies [51,52,53].

Ammonium provision seems to specifically activate genes involved in the hormonal signaling underlying defense responses, leading to suppose that it might positively affect the tolerance to biotic stress (Figure 3 and Figure 4), confirming that the N form provided could potentially affect the degree of plant resistance [54,55,56].

Current results also highlight specific and exclusive regulation of unique family of transcription factors in response to ammonium (Figure 4), which noticeably induces the expression of genes encoding WRKY transcription factors, playing crucial roles in the response to stress [57,58,59]. Moreover, ammonium triggers the activation of genes belonging to pathways related to water deprivation (Figure 3), which together with chlorosis, growth inhibition and decreased root: shoot ratio, has been hypothesised to represent a distinguish feature of the response to NH_4_^+^ depending on its toxicity [60].

On the other hand, nitrate specifically down-regulates the transcription of genes related to hemicellulose synthesis and transport (Figure 4). Accordingly, similar expression profiles have been recently evidenced in Arabidopsis [61] and rice [62], suggesting that cell wall remodeling might be important for the enhanced nitrate uptake and a correct plant growth. Nevertheless, the exact molecular mechanism by which the N status affects cell wall modelling is still unknown [63].

Besides those characterizing specific responses to nitrate or ammonium, further groups of genes displayed a common trend of regulation in response to both ions. Genes encoding key elements in the pathway leading to reactive oxygen species (ROS) detoxification were mainly down-regulated by both these N sources, as a consequence of the recovery of a balanced nutritional equilibrium. Furthermore, both nitrate and ammonium induce the expression of genes encoding transcription factors belonging to the AP2/EREBP family (APETALA2/Ethylene-responsive element binding protein). The identification of common elements belonging to shared signaling pathway similarly regulated upon nitrate and ammonium, confirms the existence of many processes responsive to the overall plant nitrogen status as also observed by Wang et al. [11] and Scheible et al. [12]. Genes regulated in a coordinated way by both ammonium and nitrate presumably respond to a signal downstream of ammonium assimilation, as for example glutamate (Glu) and glutamine (Gln), which have been demonstrated to be powerful regulators of gene expression [64].

Biomass accumulation, primary root growth and chlorophyll accumulation are strongly compromised in response to the prolonged supply of ammonium (Figure 5A, Figure 6A and Figure 7A). On the contrary, nitrate positively influences the root biomass production (Figure 5), primarily thanks to the induction of longer and thinner roots [65].

After few days of NH_4_^+^ supply, a higher content of anthocyanins was also observed (Figure 7D). Anthocyanins are secondary metabolites derived from the specific branch of the flavonoid pathway and key molecules in the defense against environmental stresses [66]. A greater accumulation of free amino acid in the leaves of NH_4_^+^-provided plants was also noticed (Figure 8C,D). The increase in amino acids content in leaves in response to ammonium has been already documented and interpreted as a toxic symptom [60], but it has also been correlated with an enhanced abiotic stress tolerance through the induction of protecting pathways [67]. For instance, ammonium induced a higher amount of proline both in *Matricaria chamomilla* [68] and *Oryza sativa* leaves [69]. In the present study, the amount of free proline doubled in response to ammonium treatment in leaves, when compared to nitrate-supplied plants (Figure 8C). Proline accumulation is known to act as an osmolyte and chaperone that is accumulated under various stress conditions [70], with a positive correlation with an enhanced stress tolerance to high ammonium conditions in rice [69].

Compared with nitrate-provided plants, ammonium-supplied plants also displayed a higher level of free asparagine in both leaves and roots, possibly due to the asparagine involvement in the mechanism of cell protection against NH_4_^+^-induced stress [71,72]. Furthermore, asparagine has been suggested to play a role in the response to many abiotic stresses, for example sulphur- and phosphate-deficiency, together with drought and salt stress [73,74]. Moreover, N can be redirected from glutamine to asparagine as a temporary measure to control excessive ammonium provision [75]. These results altogether further support the idea that ammonium nutrition could enhance stress tolerance, perhaps as a secondary effect of its slight toxicity, even though the mechanism(s) underlying this toxicity are not still completely understood [76,77].

Furthermore, levels of free glutamate detected would confirm the recognized role of this amino acid [78,79] as a putative regulatory signal accumulating in both nitrate and ammonium-provided roots (Figure 8). However, glutamine was detected at very low levels in maize roots and displayed higher concentration in N-starved roots. Regarding the hydrolyzed amino acid profile (Figure 8A,B), ammonium induced a global lower hydrolyzed amino acid level in roots if compared to N-deprived plants (Figure 8A,B), with only cysteine being increased of a 50%. Cysteine can be used as an extra energy source for plant [80] but also to produce sulphur-containing defense metabolites such as glutathione [81]. These findings are coherent with the activation of pathways related to oxidative and biotic stress response upon ammonium provision, as shown in the enriched GO categories of cluster 1 (Figure 3, Supplementary dataset 2).

Nitrate-supplied plants showed a significant increase in the content of hydrolyzed histidine (His) in roots (Figure 8D). Thanks to the presence of an imidazole side group, histidine can be found in the active site of many enzymes. Moreover, histidine plays important roles in phosphoryl transfer and metal ion homeostasis [82,83]. Accordingly, many genes down-regulated by nitrate showed enriched GO terms related to metal ion transport and response (Figure 3, Supplementary dataset 2). Nevertheless, the routes of histidine biosynthesis and catabolism in plants are still scarcely understood, so future research should be aimed at deepening the link between nitrate-supply and increased histidine content in root.

Nitrate also led to a higher accumulation of hydrolyzed methionine both in roots and leaves (Figure 8A,B). Methionine is a precursor of the primary methyl group donor S-adenosyl-methionine (SAM). SAM is the precursor of ethylene, and it is also involved in the regulation of cell division and the synthesis of cell wall, cell membrane and chlorophyll [84]. This result is in accordance with the chlorophyll content in the leaves of nitrate-provided plants (Figure 7) and with the effects of nitrate on the transcription of genes involved in cell wall biosynthesis, as revealed by MapMan and enrichment analysis in roots (Figure 3 and Figure 5, Supplementary dataset 2), leading us to suppose that nitrate-supplied plants need to balance between cell wall loosening and thickening [85], leaf pigments content [52] and secondary metabolites production [50] to allow for correct plant growth in response to enhanced N uptake.

## 4. Materials and Methods

### 4.1. Maize Seedlings Growth

Seeds of maize (*Zea mays* L.) B73 inbred line were rinsed in distilled water and germinated on wet filter paper at 25 °C in the dark, as described by Manoli et al. [35]. After 3 days, germinated seedlings were pre-treated for 24 h in a N-deprived solution and then transferred to: -N (negative control), NO_3_^−^ 1 mM or NH_4_^+^ 1 mM supplied complete nutrient solution [37]. RNA extraction for RNA-Seq analysis was performed after 24 h (T1) in each treatment solution. The fresh weight and primary root (PR) length of the leaves and roots were obtained after 24 h (T1) and 7 days (T7). At T7, the amino acid content of root and leaves was determined, and the area of leaves and roots was also measured. Chlorophyll, flavonoids and anthocyanins index were measured after 3 days (T3), 6 days (T6) and 7 days (T7) in each condition. The nutrient solutions were constantly aerated and changed every two days. Seedlings were grown in a growth chamber with a day/night cycle of 14/10 h at 25/18 °C air temperature, 70%/90% relative humidity, and 280 μmol m^−2^·s^−1^ photon flux density.

All sampling or measurements were performed at 11 a.m. after 4 h of light.

For each condition, three biological replicates were analyzed (20 plants for each condition).

### 4.2. RNA Extraction and Libraries Preparation for Illumina Sequencing

Lengths of 1.5 cm of root apices from the root tip cap were sampled from 20 pooled seedlings at T1 in three independent biological repetitions, and immediately frozen in liquid nitrogen. Total RNA was extracted using TRIzol reagent (Invitrogen, Thermo Fisher Scientific, Waltham, MA USA) and a subsequently DNAse digestion was performed whit RQ1 RNAse-free DNAse (Promega, Milano, Italy) on an aliquot of total RNA as described by Trevisan et al. [32]. The extracted RNA was quantified using a Nanodrop 1000 (Thermo Scientific, Nanodrop Products, Wilmington, DE, USA) and its quality further validated by a Fluorometer analysis (Thermo Scientific, Qubit^®^ 2.0, Wilmington, DE, USA). Libraries for Illumina sequencing were prepared according to the manufacturer instructions using the TruSeq RNA Sample Preparation kit (Illumina, San Diego CA, USA). Sequencing was performed at the Centro di Ricerca Interdipartimentale per le Biotecnologie Innovative (CRIBI, Padova, Italy), on a NextSeq500 (Illumina) instrument.

### 4.3. Processing of Sequencing Reads and Differential Expression Analysis

Base calling was performed using the Illumina Pipeline. The resulting raw reads (23–35 million per library; Table S1) were processed for adapter clipping and quality trimming using Trimmomatic 0.33 [86]. The resulting high-quality reads were mapped to the maize B73 reference genome (RefGen ZmB73 Assembly AGPv4 and Zea_mays.AGPv4.38.gtf Gramene transcript annotation) [87] with Tophat 2.0.13 [88] using the following modifications from default parameters: maximum intron size, 60,000; minimum intron size, 5; up to three mismatches and gaps allowed. The sequence alignment files (BAM format) were then filtered using Samtools [89] to remove alignments with MAPQ smaller than 1 (corresponding to multi-mapped reads assigned to more than 10 different genomic positions). Differential expression analyses were performed with Cuffdiff v2.2.1 [38] selecting the following options: -multi-read-correct, -compatible-hits-norm, -dispersion-method per-condition and -library-norm-method quartile. The genes showing a false discovery rate (FDR)—an adjusted *p* value ≤ 0.05—were considered as differentially expressed genes (DEGs). Hierarchical clustering of DEGs was performed by average linkage and Pearson distance using the Morpheus software (https://software.broadinstitute.org/morpheus/) [90] and displayed as a heat map. RNA-Seq data from this article can be found in the Gene Expression Omnibus data library under accession number GSE141860 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141860) [91].

### 4.4. Gene Ontology (GO) Enrichment and Functional Analysis

GO term enrichment was determined by comparing the number of DEGs to the number of expressed genes in each GO term with Ontologizer [92] software: the term-for-term approach was used for overrepresentation statistical analysis and a Bonferroni correction for multiple testing was applied. Maize GO annotation was retrieved from maize-GAMER project [93]. The functional analysis of differential expression genes (DEGs) was performed using MapMan [94,95]: the overrepresentation of categories was determined using Fisher’s exact test and resulting p-values were adjusted according to Benjamini and Hochberg [96]. A critical cut-off value of 0.05 (corresponding to a Z-score ≥ 1.96) was applied to select enriched functional categories.

### 4.5. Maize Seedlings Growth Analysis

Roots and leaves from every treatment (-N or +NO_3_^−^ or +NH_4_^+^, 20 plants each) were separately sampled at T1 and T7, in three independent biological repetitions, and fresh weights were obtained. At T1, only a small first leaf was visible, while at T7 the leaf development reached the third leaf. Root and leaves images were collected using a flatbed scanner. Roots and leaves area and the primary root (PR) length were measured by means of ImageJ software analysis. Data represent the average of three independent biological replicates, each replicate considering 20 plants for every treatment (n = 20) ± standard error. For statistical analysis, data derived from the NO_3_^−^ or NH_4_^+^ treatment were compared with those of control plants (-N) using ANOVA test; data was considered significant when p < 0.05.

### 4.6. Chlorophyll, Flavonoids and Anthocyanins Optical Measurements

Thanks to the fluorescence’s properties of chlorophyll (CHL) and the characteristic of UV-A absorber of flavonoids (FLAV) and green light absorber of anthocyanins (ANTH), maize seedlings were evaluated for their epidermis absorbance in leaves using the optical sensor DUALEX SCIENTIFIC+^TM^ (Force-A, Orsay, France). In addition, the Nitrogen Balance Index (NBI) was directly obtained by the instrument as the ratio between CHL and FLAV content. At every time point (T3, T6 and T7), two lectures were performed on the first young leaf entirely developed for each plant in every treatment (-N or +NO_3_^−^ or +NH_4_^+^, 20 plants each). To assess FLAV content, readings were made on both adaxial and abaxial sides of leaves and them values were summed-up [97]. Three biological replicates for each treatment and an ANOVA statistic test were performed, each replicate considering 20 plants for every treatment (n = 20). Data represent the average of three replicates ± standard error.

### 4.7. Analysis of Amino Acids Using Hydrophilic Interaction Chromatography-Tandem Mass Spectrometry (HILIC-MS/MS)

Roots and leaves from every treatment (-N, +NO_3_^−^ and +NH_4_^+^, 20 plants each) were separately sampled at T7, in three independent biological repetitions, weight and immediately frozen in liquid nitrogen. Each sample was ground to fine powder in liquid nitrogen and exactly weighted (100 mg). Samples were then extracted in an ultrasound bath with a solution of diluted HCl (0.5 M) for 10 min at room temperature. Standard solutions were prepared, weighing the exact amount of each amino acid in diluted HCl solution (0.5 M) in four different concentrations from 10 µg/mL to 1 µg/mL. The solutions were centrifuged and used for analysis. For hydrolysis, samples were added of 15% Trichloroacetic acid (10 mL) and left at 80 °C for one night. pH of solution was then adjusted with ammonia solution (33%) to 2.0 and solutions were used for analysis. For analysis, an Agilent Z-HILIC Column was used as stationary phase (3 x 100 mm, 4 micron), eluents were acetonitrile, (A) and water 0.5% formic acid (B). The gradient started with 1 min to 95%A, then in 11 min to 70%A, then 14 min to 40%A then at 14.5 min back to 95%A. Flow rate was 0.450 mL/min. Each amino acid transition was optimized with corresponding standard solution. The transitions are reported in Table S9. The data represent the average of three independent biological replicates, each replicate considering 20 plants for every treatment (n = 20) ± standard error (SE). For statistical analysis, data derived from ANOVA test and are considered significantly different with *p* < 0.05.

## 5. Conclusions

In conclusion, this study provides a detailed picture of the global transcriptomic response of maize young roots to early nitrogen starvation or nitrate and ammonium supply, allowing us to distinguish common and individual elements of the overall response. In particular, different regulatory elements contributing to modulating the plant development and overall response to N availability were identified, thus providing a number of molecular targets which could be the starting point for further research in root biology or application in plant genetics and biotechnology to improve the Nitrogen Use Efficiency.

Furthermore, the present results also suggest that nitrate and ammonium could trigger the production of different secondary metabolites and the activation of unique hormonal pathways, thus affecting the tolerance to pathogens and abiotic stresses. In this perspective, the precise knowledge of these mechanisms could represent useful information for fine-tuning the nitrogen fertilization to improve resistance to stresses.

## Figures and Tables

**Figure 1:**
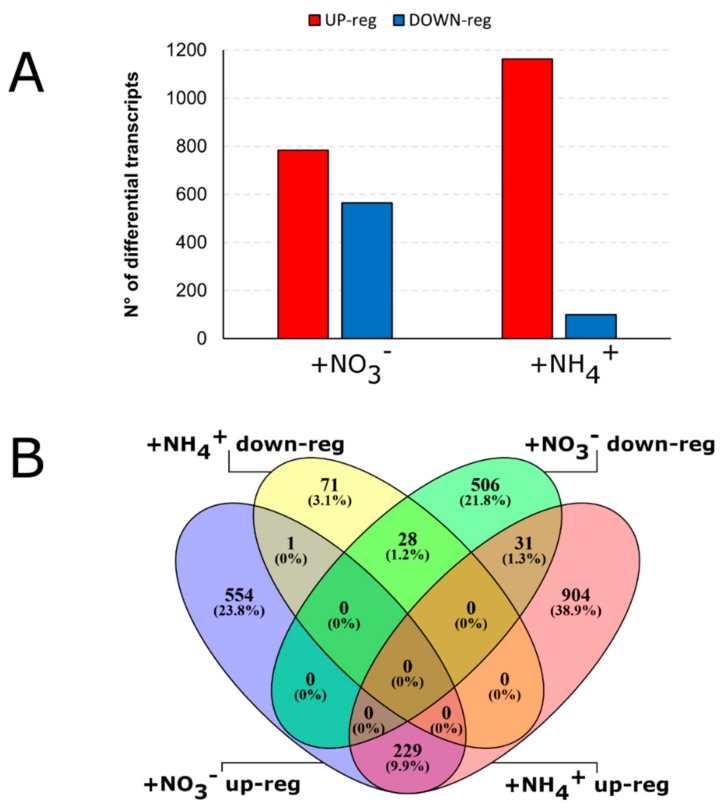
Distribution of differentially expressed genes (DEGs) identified (log2 FC >|0.58|; FDR ≤ 0.05) by RNA-Seq analysis from the comparison between NO_3_^−^ or NH_4_^+^ supplied maize seedlings for 24 h with respect to the control (-N, nitrogen deficient solution). Data are shown as number of genes differentially expressed in response to each treatments (**A**) and as Venn diagram (**B**). In (**A**), DEGs were classified as up-regulated according to their log2 fold change values (a log2FC threshold > |0.58| was set, corresponding to a 1.5 fold change increase or decrease in expression). In (B), the Venn diagram shows the numerical and percentage comparison of all significant up- and down-regulated differential expressed genes following +NO_3_^−^ and +NH_4_^+^ treatments. The no overlapping numbers represent the genes that are uniquely identified as DE in the corresponding treatment.

**Figure 2:**
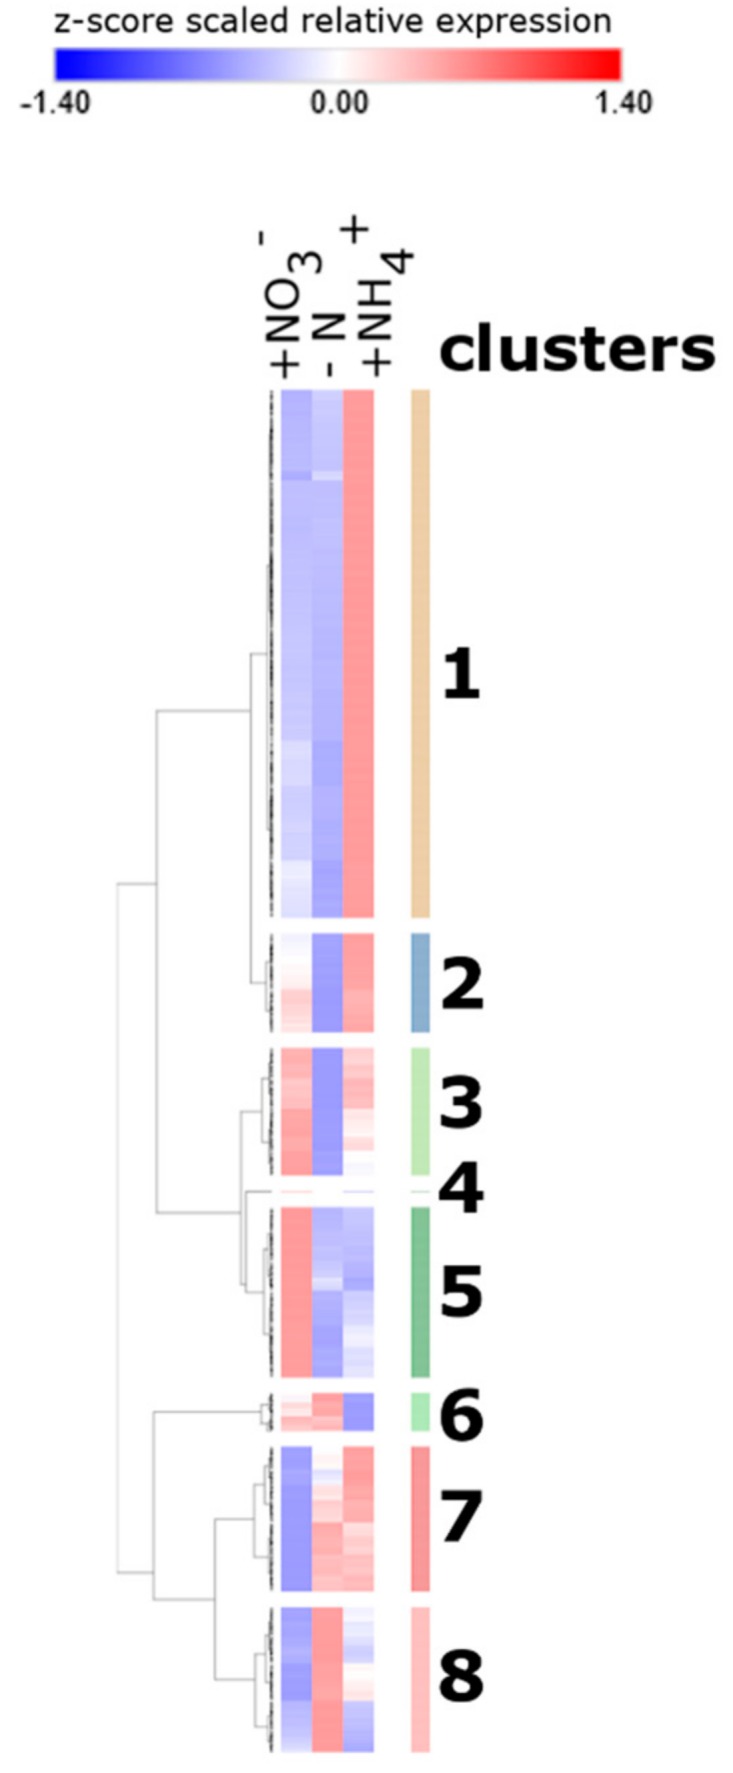
Clustering analysis of genes differentially expressed in +NO3- and +NH4+ treatments with respect to the control (-N) in maize root tissues. z-score scaled RPKM values for all the 2324 genes resulted as DEGs in at least one treatment were used for hierarchical clustering analysis. The analysis reveals eight different clusters with specific expression behaviors in response to different N-provision or deficiency. Re-scaled expression values for each gene in each sample are reported in a blue to red color scale (blue: lower RPKM values, red: higher RPKM values). RPKM: Reads Per Kb per Million.

**Figure 3:**
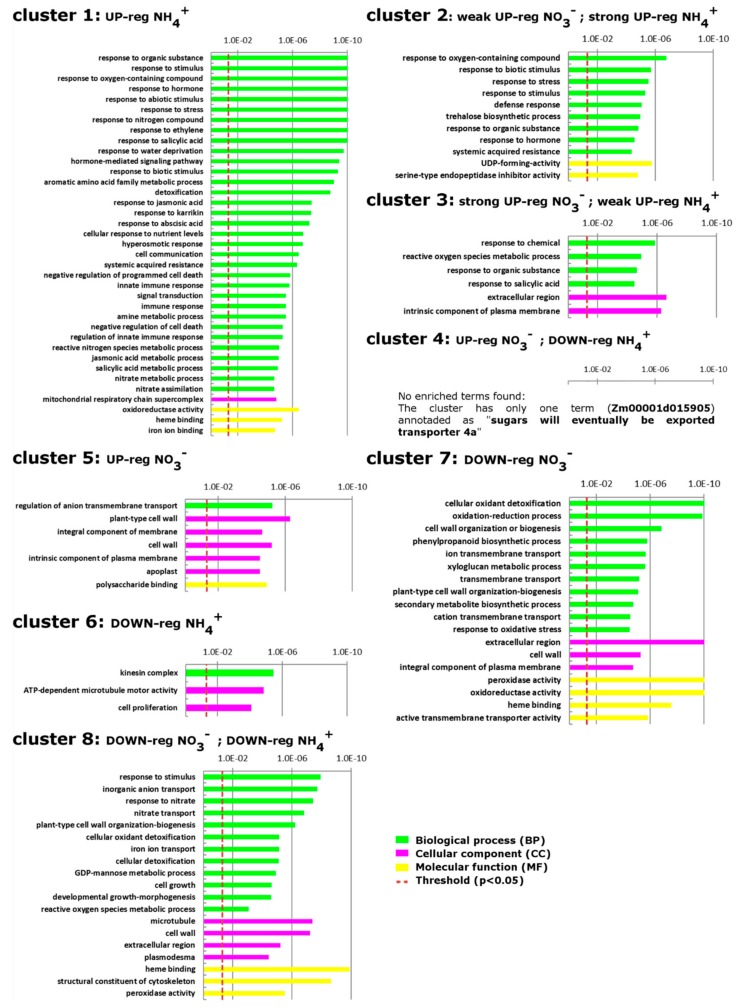
Enrichment analysis of DEGs clustered in 8 groups using Ontologizer. The figure shows the GO categories overrepresented among up and down-regulated gene sets in +NO_3_^−^ and +NH_4_+ treatments with respect to the control (-N) in maize root tissues.

**Figure 4:**
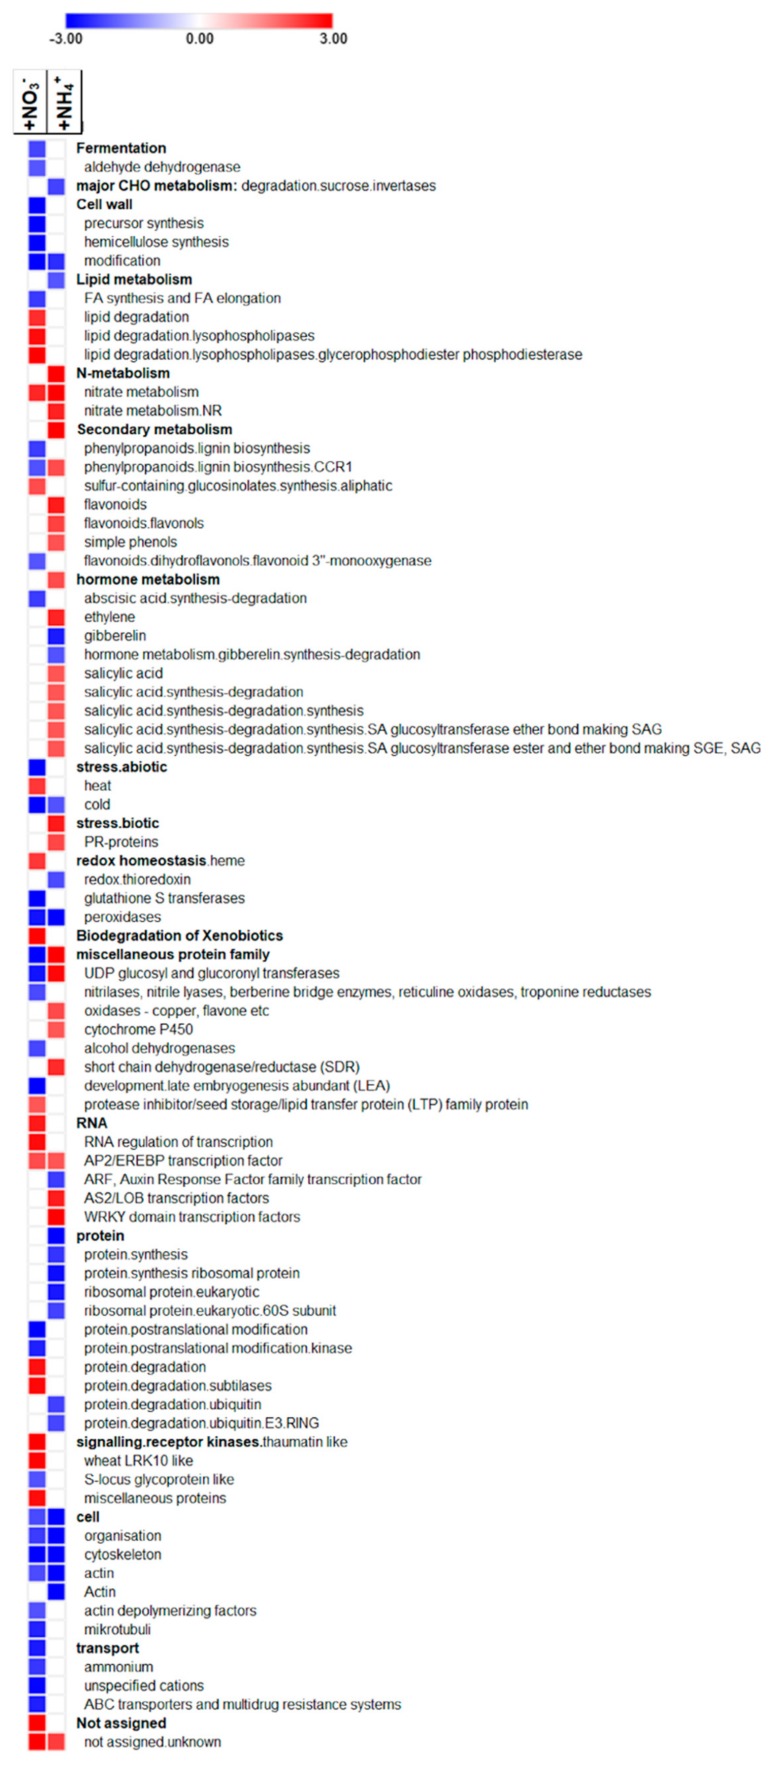
MapMan functional categories enriched of DEGs identified in two treatments (+NO_3_^−^/-N; +NH_4_^+^/-N). Z-scores were deduced from p-values (i.e., 1.96 corresponds to a P-value of 0.05) and are mapped in a blue to red color scale (blue: enrichment among down-regulated DEGs, red: over-representation among up-regulated DEGs).

**Figure 5:**
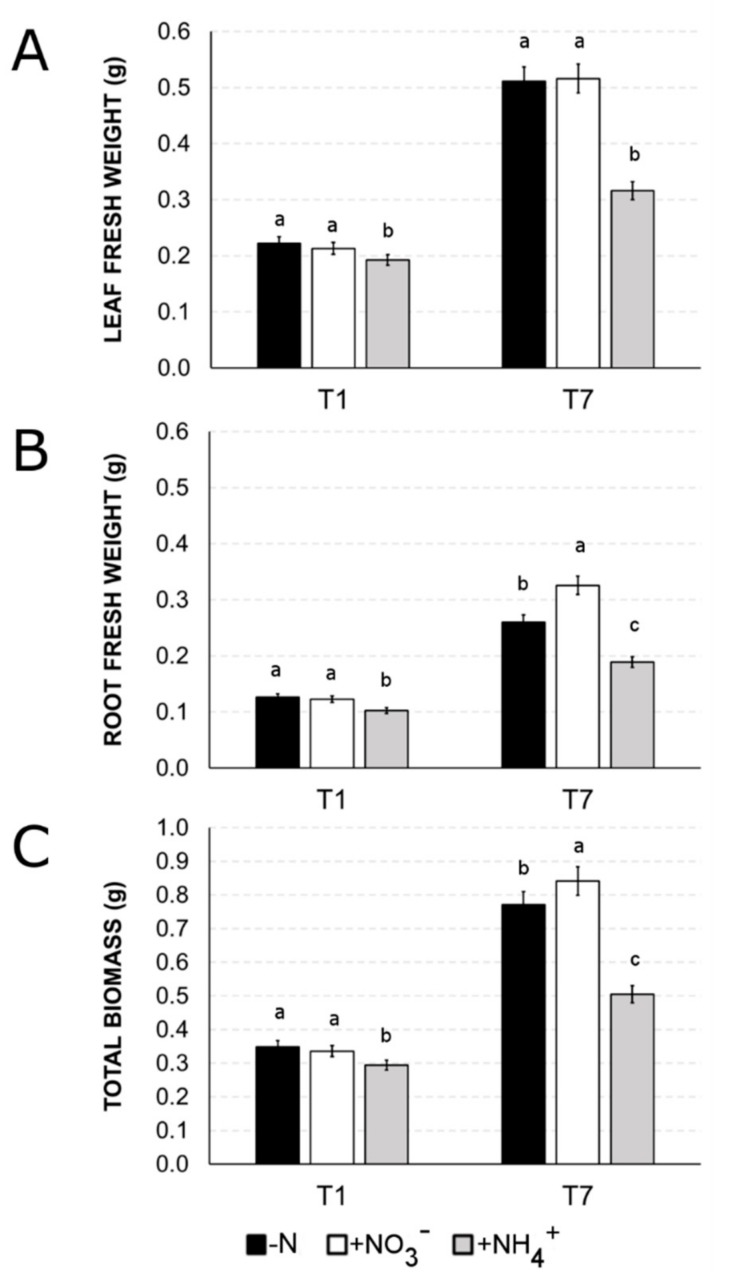
Effect of different N-source (NO_3_^−^ or NH_4_^+^) or N-deficiency (-N) on leaf biomass (fresh weight, panel **A**) and root biomass (fresh weight, panel **B**). The distribution of total biomass was reported in panel **C**. T1 shows the effect after 24 h of treatment, T7 after 7 days. Similar letters at the top of the bars are not significantly different (*p* < 0.05) by an ANOVA test. Each value is designed as the mean of three biological replicates ± SE.

**Figure 6:**
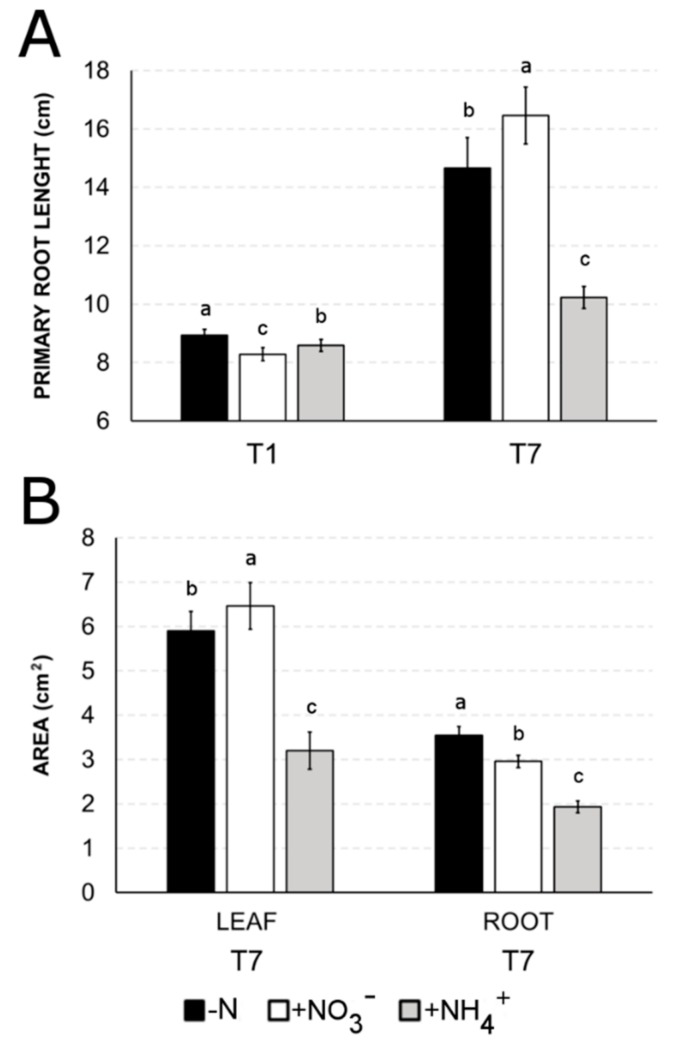
Effect of different N-source (NO_3_^−^ or NH_4_^+^) or N-deficiency (-N) primary root length (cm, panel **A**) and surface area (cm^2^, panel **B**). T1 shows the effect after 24 h of treatment, T7 after 7 days. Surface area was obtained for both roots and leaves only at T7. Similar letters at the top of the bars are not significantly different (*p* < 0.05) by an ANOVA test. Each value is designed as the mean of three biological replicates ± SE.

**Figure 7:**
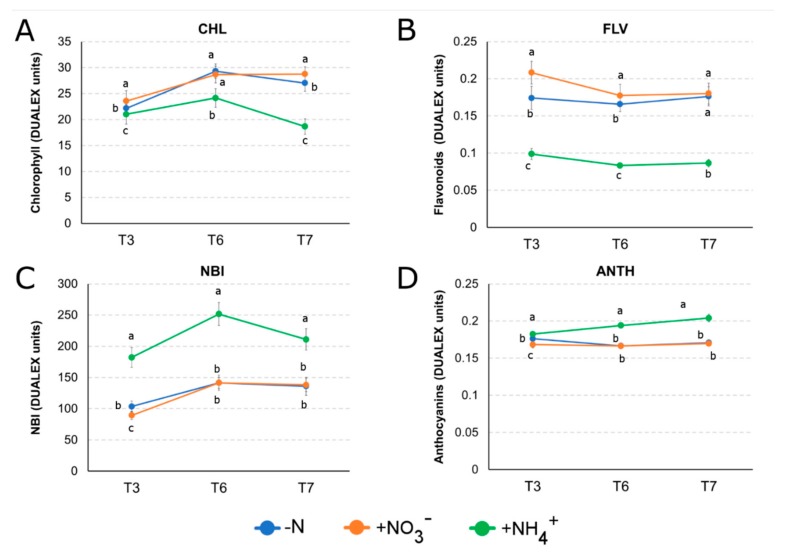
Values of (**A**) leaf chlorophyll content, (**B**) leaf flavonoids content, (**C**) leaf anthocyanins content and (**D**) Nitrogen Balance Index. Maize seedlings were grown 24 h in a N-deprived nutrient solution and then transferred to a 1mM N-supplied media (NO_3_^−^ or NH_4_^+^) or to a N-deprived solution (-N) for additionally 3 days (T3), 6 days (T6) and 7 days (T7). Epidermis absorbance was obtained with the optical sensor DUALEX SCIENTIFIC+^TM^ (Force-A) at the same hour of every time point. Values represents means of three replicates ± SE. Similar letters at corresponding dot within treatments are not significantly different (*p* < 0.05) by an ANOVA test.

**Figure 8:**
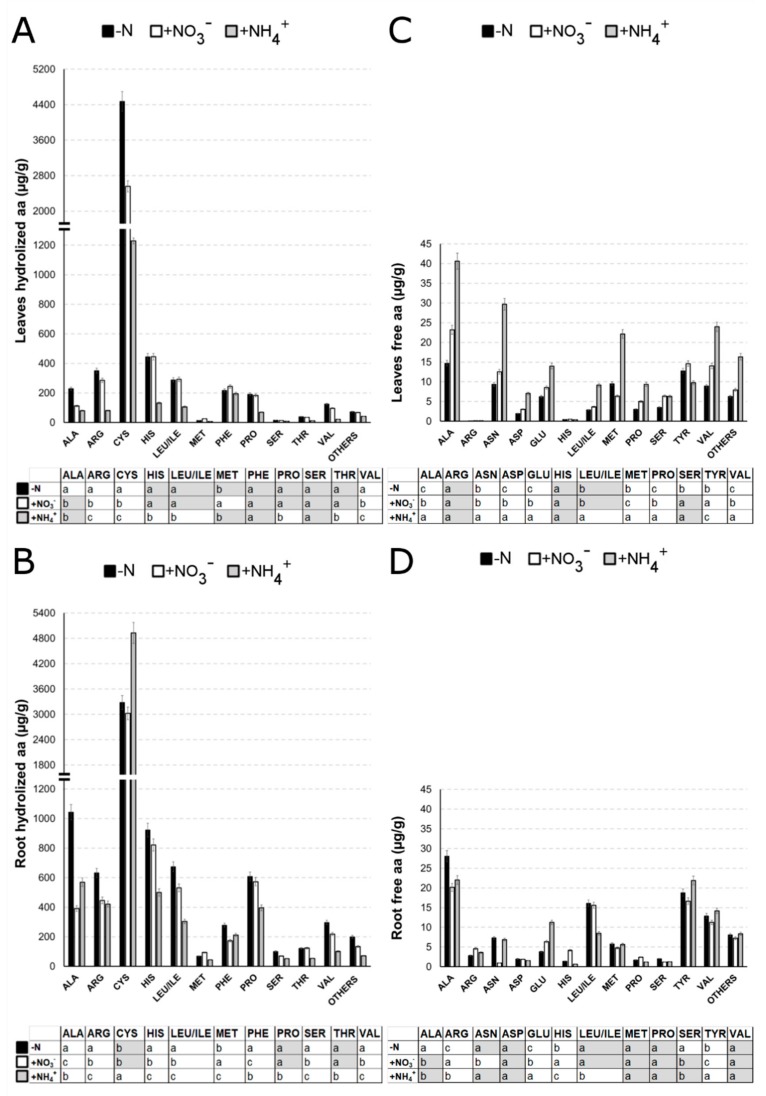
Levels of the mostly abundant hydrolysed amino acid (**A**,**B**) and free amino acid (**C**,**D**) with respect to leaves (**A**–**C**) and roots (**B**–**D**). Maize seedlings were grown 24 h in a N-deprived nutrient solution and then transferred to a 1mM N-supplied media (NO_3_^−^ or NH_4_^+^) or to a N-deprived solution (-N) for additionally 7 days. Amino acids levels were detected by means of HILIC-MS/MS. For each panel the results of ANOVA test (*p* < 0.05) are reported and similar letters within treatments show no significant differences. Each value is designed as the mean of three biological replicates ± SE.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/2/686/s1.

## Abbreviations

ANTH	Anthocyanins
CHL	Chlorophyll
DEG	Differentially Expressed Gene
FDR	False Discovery Rate
FLAV	Flavonoids
GO	Gene Ontology
HILIC-MS/MS	Hydrophilic interaction chromatography-Tandem Mass Spectrometry
LR	Lateral Root
NBI	Nitrogen Balance Index
NUE	Nitrogen Use Efficiency
PR	Primary Root
ROS	Reactive Oxygen Species
SLs	Strigolactones

# Supplementary material for: Nitrate and Ammonium Affect the Overall Maize Response to Nitrogen Availability by Triggering Specific and Common Transcriptional Signatures in Roots
**Source:** Int J Mol Sci. 2020 Jan 20;21(2):686. doi: 10.3390/ijms21020686

**Figure S1:** Percentage of differentially expressed genes (DEGs) identified ( $\log_2 \text{FC} > |0.58|$ ;  $\text{FDR} \leq 0.05$ ) by RNA-Seq analysis from the comparison between  $\text{NO}_3^-$  or  $\text{NH}_4^+$  supplied maize seedlings for 24 h with respect to the control (-N, nitrogen deficient solution). Data are shown as percentage of genes differentially expressed in response to each treatment in  $+\text{NO}_3^-$  (A) and  $+\text{NH}_4^+$  (B) treatments on the total amount of DEGs. DEGs were classified as up-regulated according to their  $\log_2$  fold change values (a  $\log_2\text{FC}$  threshold  $> |0.58|$  was set, corresponding to a 1.5-fold change increase or decrease in expression). Among the up- and downregulated DEGs, several ranges of induction or repression are shown as  $\log_2$  of the gene expression fold changes.

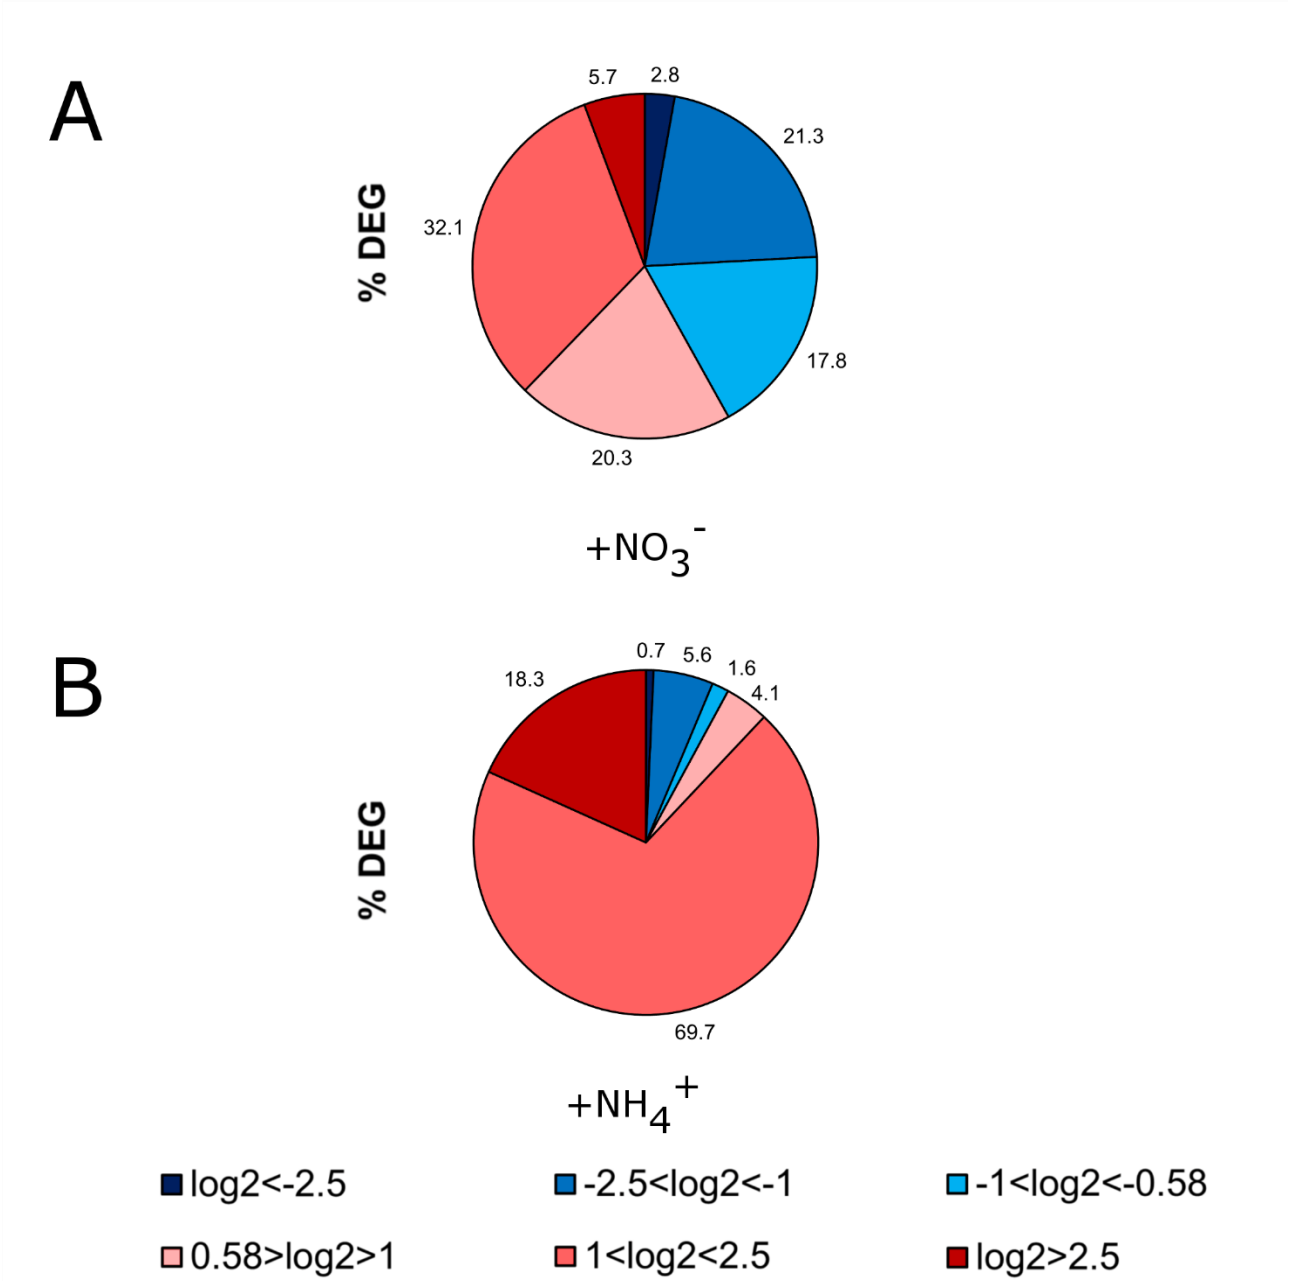

**Supplement:** Supplementary file 1

# Supplementary material for: Nitrate and Ammonium Affect the Overall Maize Response to Nitrogen Availability by Triggering Specific and Common Transcriptional Signatures in Roots
**Source:** Int J Mol Sci. 2020 Jan 20;21(2):686. doi: 10.3390/ijms21020686
**Supplement:** Supplementary file 1

# Nitrate and ammonium affect the overall maize response to nitrogen availability by triggering specific and common transcriptional signatures in root

Laura Ravazzolo<sup>1</sup>, Sara Trevisan<sup>1</sup>, Cristian Forestan<sup>1</sup>, Serena Varotto<sup>1</sup>, Stefania Sut<sup>1</sup>, Stefano Dall'Acqua<sup>2</sup>, Mario Malagoli<sup>1</sup>, and Silvia Quaggiotti<sup>1\*</sup>

## Supplementary information

**Figure S1:** Distribution and percentage of differentially expressed genes (DEGs) identified ( $\log_2$  FC  $> |0.58|$ ; FDR  $\leq 0.05$ ) by RNA-Seq analysis from the comparison between  $\text{NO}_3^-$  or  $\text{NH}_4^+$  supplied maize seedlings for 24 h with respect to the control (-N, nitrogen deficient solution). Data are shown as percentage of genes differentially expressed in response to each treatment in  $+\text{NO}_3^-$  treatment (A) and  $+\text{NH}_4^+$  (B) on the total amount of DEGs. DEGs were classified as up-regulated according to their  $\log_2$  fold change values (a  $\log_2$ FC threshold  $> |0.58|$  was set, corresponding to a 1.5-fold change increase or decrease in expression). Among the up- and downregulated DEGs, several ranges of induction or repression are shown as  $\log_2$  of the gene expression fold changes.

**Supplementary dataset 1:** Cuffdiff complete results of pairwise differential expression analyses ( $+\text{NO}_3^-$  vs -N;  $+\text{NH}_4^+$  vs -N).

**Supplementary dataset 2:** Complete results of GO enrichment analysis for the DEGs included in each cluster.

**Table S1:** Summary of reads obtained by RNA-Seq analysis. For each treatment ( $+\text{NO}_3^-$ ,  $+\text{NH}_4^+$ ) or control condition (-N), three biological replicates were processed (R1, R2, R3).

**Table S2:** Expression matrix of differentially expressed genes (DEGs) showing a  $\log_2$  fold change ratio  $> |0.58|$  and a false discovery rate (FDR)-adjusted p-value  $\leq 0.05$  in at least one treatment that were included in the hierarchical clustering analysis. RPKM expression values in  $+\text{NO}_3^-$ , -N and  $+\text{NH}_4^+$  samples and clustering results are reported for each of the 2324 DEGs.

**Table S3:** List of some selected differentially expressed genes (DEGs) showing a  $\log_2$  fold change ratio  $> |0.58|$  and a false discovery rate (FDR)-adjusted p-value  $\leq 0.05$  in at least one treatment that are related to N transport and metabolism. RPKM (Reads Per Kb per Million) expression values in

+NO<sub>3</sub><sup>-</sup>, -N and +NH<sub>4</sub><sup>+</sup> samples, hierarchical clustering results and log<sub>2</sub> fold change ratio are reported.

**Table S4:** List of representative genes from selected GO terms overrepresented among DEGs specifically responsive to NH<sub>4</sub><sup>+</sup>. RPKM: Reads Per Kb per Million.

**Table S5:** List of representative genes from selected GO terms overrepresented among DEGs specifically responsive to NO<sub>3</sub><sup>-</sup>. RPKM: Reads Per Kb per Million.

**Table S6:** List of representative genes from selected GO terms overrepresented among DEGs specifically responsive to both NH<sub>4</sub><sup>+</sup> and NO<sub>3</sub><sup>-</sup>. RPKM: Reads Per Kb per Million.

**Table S7:** Complete quantification for all free amino acids detected as average of µg/g of weighted tissue ± SE and the proportion of total amino acids (%). TOT: calculated sum of total amino acids. Δ% -N: calculated percentage increase/decrease of total free amino acids detected in each treatment (+NO<sub>3</sub><sup>-</sup> or +NH<sub>4</sub><sup>+</sup>) with respect to the N-deficient treatment (-N). The asterisk indicates significant differences with respect to -N treatments (Student's t-test with: \*\* p≤0.01, \* p≤0.05).

**Table S8:** Complete quantification for all hydrolysed amino acids detected as average of µg/g of weighted tissue ± SE and the proportion of total amino acids (%). TOT: calculated sum of total amino acids. Δ% -N: calculated percentage increase/decrease of total hydrolysed amino acids detected in each treatment (+NO<sub>3</sub><sup>-</sup> or +NH<sub>4</sub><sup>+</sup>) with respect to the N-deficient treatment (-N). The asterisk indicates significant differences with respect to -N treatments (Student's t-test with: \*\* p≤0.01, \* p≤0.05).

**Table S9:** Amino acid transitions for HILIC-MS/MS quantification.

# Supplementary material for: Nitrate and Ammonium Affect the Overall Maize Response to Nitrogen Availability by Triggering Specific and Common Transcriptional Signatures in Roots
**Source:** Int J Mol Sci. 2020 Jan 20;21(2):686. doi: 10.3390/ijms21020686
**Supplement:** Supplementary file 1

**Table S3:** List of some selected differentially expressed genes (DEGs) showing a log2 fold change ratio  $>|0.58|$  and a false discovery rate (FDR)-adjusted p-value  $\leq 0.05$  in at least one treatment that are related to N transport and metabolism. RPKM (Reads Per Kb per Million) expression values in +NO<sub>3</sub><sup>-</sup>, -N and +NH<sub>4</sub><sup>+</sup> samples, hierarchical clustering results and log2 fold change ratio are reported.

| Gene_description                                              | Gene_id        | RPKM                          |          |                               | Cluster | log2 +NO <sub>3</sub> <sup>-</sup> /-N | log2 +NH <sub>4</sub> <sup>+</sup> /-N |
|---------------------------------------------------------------|----------------|-------------------------------|----------|-------------------------------|---------|----------------------------------------|----------------------------------------|
|                                                               |                | +NO <sub>3</sub> <sup>-</sup> | -N       | +NH <sub>4</sub> <sup>+</sup> |         |                                        |                                        |
| Ammonium transporter 2                                        | Zm00001d034782 | 2.94596                       | 8.57231  | 8.49429                       | 7       | -1.54095                               | -0.01319                               |
| Ammonium transporter 2                                        | Zm00001d016771 | 4.31905                       | 3.89863  | 9.26185                       | 1       | 0.147746                               | 1.248333                               |
| ammonium transporter 1, ZmAMT1;1a                             | Zm00001d025831 | 3.91086                       | 8.7152   | 19.4092                       | 7       | -1.15605                               | 1.155135                               |
| Ammonium transporter 1                                        | Zm00001d025831 | 3.91086                       | 8.7152   | 19.4092                       | 7       | -1.15605                               | 1.155135                               |
| Ammonium transporter 2                                        | Zm00001d017249 | 0.644629                      | 2.81132  | 3.23104                       | 7       | -2.12471                               | 0.200751                               |
| Ammonium transporter 2                                        | Zm00001d017249 | 0.644629                      | 2.81132  | 3.23104                       | 7       | -2.12471                               | 0.200751                               |
| Ferredoxin-6, chloroplastic Precursor (Ferredoxin VI) (Fd VI) | Zm00001d038291 | 37.1851                       | 10.1148  | 34.5976                       | 3       | 1.87826                                | 1.774204                               |
| Ferredoxin--NADP reductase root isozyme 1 chloroplastic       | Zm00001d034345 | 110.226                       | 52.267   | 83.73                         | 3       | 1.07649                                | 0.679844                               |
| Ferredoxin--nitrite reductase chloroplastic                   | Zm00001d018161 | 16.3465                       | 0.820326 | 16.7096                       | 3       | 4.31664                                | 4.348336                               |
| glucose-6-phosphate translocator                              | Zm00001d021653 | 3.54728                       | 0.996285 | 1.10639                       | 5       | 1.83208                                | 0.15123                                |
| Glutamine synthetase leaf isozyme chloroplastic               | Zm00001d026501 | 13.5914                       | 4.93134  | 6.99464                       | 5       | 1.46264                                | 0.50427                                |
| Hemoglobin 1                                                  | Zm00001d048020 | 300.534                       | 33.1356  | 228.802                       | 3       | 3.18107                                | 2.787646                               |
| Hemoglobin 2                                                  | Zm00001d038718 | 5.72224                       | 0.313381 | 0.830336                      | 5       | 4.19059                                | 1.405778                               |
| NRa - nitrate reductase (NADH)1                               | Zm00001d049995 | 1.77204                       | 0.291422 | 1.69453                       | 3       | 2.60423                                | 2.539703                               |
| Urea-proton symporter DUR3                                    | Zm00001d037242 | 0.143906                      | 0.666156 | 1.07956                       | 7       | -2.21073                               | 0.696511                               |
| ZmNRT1a, nitrate transporter/peptide transporter family 2     | Zm00001d029932 | 27.3563                       | 17.7566  | 22.7131                       | 3       | 0.623519                               | 0.355169                               |
| ZmNRT1b, protein NRT1/ PTR FAMILY 4.6                         | Zm00001d036941 | 1.58251                       | 1.28707  | 3.78195                       | 1       | 0.298119                               | 1.55504                                |

# Supplementary material for: Nitrate and Ammonium Affect the Overall Maize Response to Nitrogen Availability by Triggering Specific and Common Transcriptional Signatures in Roots
**Source:** Int J Mol Sci. 2020 Jan 20;21(2):686. doi: 10.3390/ijms21020686
**Supplement:** Supplementary file 1

**Table S4:** List of representative genes from selected GO terms overrepresented among DEGs specifically responsive to NH<sub>4</sub><sup>+</sup>. RPKM: Reads Per Kb per Million.

**Table S5:** List of representative genes from selected GO terms overrepresented among DEGs specifically responsive to NO<sub>3</sub><sup>-</sup>. RPKM: Reads Per Kb per Million.

**Table S6:** List of representative genes from selected GO terms overrepresented among DEGs specifically responsive to both  $\text{NH}_4^+$  and  $\text{NO}_3^-$ .  
RPKM: Reads Per Kb per Million.

# Supplementary material for: Nitrate and Ammonium Affect the Overall Maize Response to Nitrogen Availability by Triggering Specific and Common Transcriptional Signatures in Roots
**Source:** Int J Mol Sci. 2020 Jan 20;21(2):686. doi: 10.3390/ijms21020686
**Supplement:** Supplementary file 1

**Table S7.** Complete quantification for all free amino acids detected as average of  $\mu\text{g/g}$  of weighted tissue  $\pm$  SE and the proportion of total amino acids (%). **TOT:** calculated sum of total amino acids.  **$\Delta\%$  -N:** calculated percentage increase/decrease of total free amino acids detected in each treatment ( $+\text{NO}_3^-$  or  $+\text{NH}_4^+$ ) with respect to the N-deficient treatment (-N). The asterisk indicates significant differences with respect to -N treatments (Student's t-test with: \*\*  $p \leq 0.01$ , \*  $p \leq 0.05$ ).

|                                 | <b>-N ROOT</b>                    |             |            | <b><math>+\text{NO}_3^-</math> ROOT</b> |             |               |          | <b><math>+\text{NH}_4^+</math> ROOT</b> |             |              |          | <b>-N LEAVES</b>                  |             |            | <b><math>+\text{NO}_3^-</math> LEAVES</b> |             |               |          | <b><math>+\text{NH}_4^+</math> LEAVES</b> |             |                |          |
|---------------------------------|-----------------------------------|-------------|------------|-----------------------------------------|-------------|---------------|----------|-----------------------------------------|-------------|--------------|----------|-----------------------------------|-------------|------------|-------------------------------------------|-------------|---------------|----------|-------------------------------------------|-------------|----------------|----------|
| <b>FREE AA</b>                  | <b><math>\mu\text{g/g}</math></b> | <b>SE</b>   | <b>%</b>   | <b><math>\mu\text{g/g}</math></b>       | <b>SE</b>   | <b>%</b>      | <b>p</b> | <b><math>\mu\text{g/g}</math></b>       | <b>SE</b>   | <b>%</b>     | <b>p</b> | <b><math>\mu\text{g/g}</math></b> | <b>SE</b>   | <b>%</b>   | <b><math>\mu\text{g/g}</math></b>         | <b>SE</b>   | <b>%</b>      | <b>p</b> | <b><math>\mu\text{g/g}</math></b>         | <b>SE</b>   | <b>%</b>       | <b>p</b> |
| GLY                             | 1.72                              | 0.30        | 1.53       | 1.73                                    | 0.28        | 1.77          |          | 2.62                                    | 0.27        | 2.45         |          | 1.53                              | 0.29        | 1.82       | 1.99                                      | 0.21        | 1.85          |          | 2.46                                      | 0.21        | 1.30           |          |
| ALA                             | 28.08                             | 0.19        | 25.06      | 20.15                                   | 0.15        | 20.57         | *        | 22.01                                   | 0.21        | 20.56        | *        | 14.72                             | 0.15        | 17.58      | 23.23                                     | 0.19        | 21.58         | *        | 40.65                                     | 0.37        | 21.58          | *        |
| SER                             | 2.04                              | 0.29        | 1.82       | 1.19                                    | 0.27        | 1.22          | **       | 1.28                                    | 0.35        | 1.20         | **       | 3.53                              | 0.27        | 4.22       | 6.38                                      | 0.42        | 5.93          | **       | 6.33                                      | 0.42        | 3.36           | **       |
| PRO                             | 1.70                              | 0.17        | 1.52       | 2.45                                    | 0.13        | 2.50          | **       | 1.19                                    | 0.09        | 1.11         | **       | 3.03                              | 0.18        | 3.62       | 5.03                                      | 0.16        | 4.67          | **       | 9.35                                      | 0.12        | 4.97           | **       |
| VAL                             | 12.88                             | 0.52        | 11.50      | 11.25                                   | 0.47        | 11.49         | **       | 14.20                                   | 0.58        | 13.26        | **       | 8.93                              | 0.41        | 10.66      | 14.06                                     | 0.69        | 13.06         | **       | 23.99                                     | 0.92        | 12.74          | **       |
| THR                             | 2.05                              | 0.12        | 1.83       | 2.09                                    | 0.12        | 2.14          | **       | 2.46                                    | 0.19        | 2.30         | **       | 1.21                              | 0.18        | 1.45       | 1.56                                      | 0.19        | 1.45          | **       | 4.23                                      | 0.23        | 2.24           | **       |
| CYS                             | 0.76                              | 0.06        | 0.68       | 0.44                                    | 0.06        | 0.45          |          | 0.12                                    | 0.00        | 0.11         |          | 0.43                              | 0.03        | 0.51       | 0.42                                      | 0.03        | 0.39          |          | 0.75                                      | 0.09        | 0.40           |          |
| LEU/ILE                         | 16.13                             | 0.73        | 14.40      | 15.61                                   | 0.54        | 15.94         | **       | 8.49                                    | 0.29        | 7.93         | **       | 2.87                              | 0.27        | 3.43       | 3.64                                      | 0.37        | 3.38          | **       | 9.15                                      | 0.60        | 4.86           | **       |
| ASN                             | 7.31                              | 0.44        | 6.52       | 0.93                                    | 0.17        | 0.95          | *        | 6.90                                    | 0.44        | 6.44         | *        | 9.39                              | 0.58        | 11.21      | 12.57                                     | 1.04        | 11.68         | *        | 29.68                                     | 2.19        | 15.76          | *        |
| ASP                             | 1.99                              | 0.19        | 1.78       | 1.89                                    | 0.27        | 1.93          |          | 1.56                                    | 0.31        | 1.46         |          | 1.97                              | 0.42        | 2.35       | 3.02                                      | 0.67        | 2.81          |          | 7.04                                      | 0.71        | 3.74           |          |
| GLN                             | 0.91                              | 0.18        | 0.81       | 0.49                                    | 0.14        | 0.50          | *        | 0.21                                    | 0.04        | 0.19         | *        | 0.46                              | 0.06        | 0.55       | 0.37                                      | 0.06        | 0.35          | *        | 0.66                                      | 0.19        | 0.35           | *        |
| GLU                             | 3.79                              | 0.39        | 3.38       | 6.38                                    | 0.48        | 6.51          | **       | 11.28                                   | 1.21        | 10.54        | **       | 6.24                              | 12.90       | 7.45       | 8.56                                      | 12.77       | 7.95          | **       | 14.00                                     | 0.55        | 7.44           | **       |
| LYS                             | 0.60                              | 0.08        | 0.53       | 0.24                                    | 0.07        | 0.25          |          | 0.53                                    | 0.08        | 0.50         |          | 0.50                              | 0.08        | 0.59       | 0.22                                      | 0.06        | 0.21          |          | 1.40                                      | 0.08        | 0.74           |          |
| MET                             | 5.83                              | 0.54        | 5.20       | 4.77                                    | 0.80        | 4.87          | **       | 5.64                                    | 1.42        | 5.27         | **       | 9.53                              | 1.06        | 11.38      | 6.39                                      | 0.39        | 5.94          | **       | 22.15                                     | 1.52        | 11.76          | **       |
| HIS                             | 1.44                              | 0.08        | 1.28       | 4.19                                    | 0.21        | 4.28          | **       | 0.63                                    | 0.17        | 0.59         | **       | 0.48                              | 0.10        | 0.57       | 0.50                                      | 0.13        | 0.47          | **       | 0.42                                      | 0.06        | 0.22           | **       |
| PHE                             | 2.26                              | 0.32        | 2.02       | 2.04                                    | 0.45        | 2.08          |          | 1.35                                    | 0.24        | 1.26         |          | 5.37                              | 0.69        | 6.41       | 4.19                                      | 0.78        | 3.90          |          | 5.65                                      | 0.98        | 3.00           |          |
| ARG                             | 2.83                              | 0.15        | 2.53       | 4.60                                    | 0.23        | 4.69          | **       | 3.60                                    | 0.22        | 3.37         | **       | 0.12                              | 0.07        | 0.14       | 0.13                                      | 0.05        | 0.12          | **       | 0.15                                      | 0.06        | 0.08           | **       |
| TYR                             | 18.81                             | 1.25        | 16.78      | 16.66                                   | 0.79        | 17.01         | **       | 21.91                                   | 1.10        | 20.46        | **       | 12.81                             | 0.72        | 15.29      | 14.63                                     | 0.75        | 13.59         | **       | 9.79                                      | 0.62        | 5.20           | **       |
| TRP                             | 0.94                              | 0.05        | 0.84       | 0.83                                    | 0.04        | 0.85          | **       | 1.10                                    | 0.05        | 1.02         | **       | 0.64                              | 0.04        | 0.76       | 0.73                                      | 0.03        | 0.68          | **       | 0.49                                      | 0.03        | 0.26           | **       |
| <b>TOT</b>                      | <b>112.06</b>                     | <b>1.70</b> | <b>100</b> | <b>97.94</b>                            | <b>1.37</b> | <b>100</b>    |          | <b>107.06</b>                           | <b>1.56</b> | <b>100</b>   |          | <b>83.75</b>                      | <b>1.02</b> | <b>100</b> | <b>107.62</b>                             | <b>1.42</b> | <b>100</b>    |          | <b>188.34</b>                             | <b>2.55</b> | <b>100</b>     |          |
| <b><math>\Delta\%</math> -N</b> |                                   |             |            |                                         |             | <b>-12.6%</b> |          |                                         |             | <b>-4.5%</b> |          |                                   |             |            |                                           |             | <b>+28.5%</b> |          |                                           |             | <b>+124.9%</b> |          |

**Table S8.** Complete quantification for all hydrolysed amino acids detected as average of  $\mu\text{g/g}$  of weighted tissue  $\pm$  SE and the proportion of total amino acids (%). **TOT:** calculated sum of total amino acids.  **$\Delta\%$  -N:** calculated percentage increase/decrease of total hydrolysed amino acids detected in each treatment ( $+\text{NO}_3^-$  or  $+\text{NH}_4^+$ ) with respect to the N-deficient treatment (-N). The asterisk indicates significant differences with respect to -N treatments (Student's t-test with: \*\*  $p \leq 0.01$ , \*  $p \leq 0.05$ ).

|                                 | <b>-N ROOT</b>                    |           |          | <b><math>+\text{NO}_3^-</math> ROOT</b> |           |               |          | <b><math>+\text{NH}_4^+</math> ROOT</b> |           |              |          | <b>-N LEAVES</b>                  |           |          | <b><math>+\text{NO}_3^-</math> LEAVES</b> |           |               |          | <b><math>+\text{NH}_4^+</math> LEAVES</b> |           |               |          |
|---------------------------------|-----------------------------------|-----------|----------|-----------------------------------------|-----------|---------------|----------|-----------------------------------------|-----------|--------------|----------|-----------------------------------|-----------|----------|-------------------------------------------|-----------|---------------|----------|-------------------------------------------|-----------|---------------|----------|
| <b>HYDR.AA</b>                  | <b><math>\mu\text{g/g}</math></b> | <b>SE</b> | <b>%</b> | <b><math>\mu\text{g/g}</math></b>       | <b>SE</b> | <b>%</b>      | <b>p</b> | <b><math>\mu\text{g/g}</math></b>       | <b>SE</b> | <b>%</b>     | <b>p</b> | <b><math>\mu\text{g/g}</math></b> | <b>SE</b> | <b>%</b> | <b><math>\mu\text{g/g}</math></b>         | <b>SE</b> | <b>%</b>      | <b>p</b> | <b><math>\mu\text{g/g}</math></b>         | <b>SE</b> | <b>%</b>      | <b>p</b> |
| GLY                             | 57.30                             | 0.90      | 0.70     | 41.68                                   | 0.96      | 0.63          | **       | 29.96                                   | 1.54      | 0.39         | **       | 28.15                             | 1.15      | 0.44     | 18.53                                     | 0.58      | 0.43          | **       | 15.81                                     | 0.77      | 0.76          | **       |
| ALA                             | 1042.81                           | 2.50      | 12.68    | 390.80                                  | 1.73      | 5.92          | **       | 569.89                                  | 1.35      | 7.45         | **       | 228.59                            | 1.15      | 3.54     | 112.12                                    | 1.54      | 2.57          | **       | 80.18                                     | 1.54      | 3.85          | **       |
| SER                             | 100.63                            | 3.66      | 1.22     | 69.68                                   | 2.69      | 1.06          | **       | 52.01                                   | 1.69      | 0.68         | **       | 16.25                             | 1.35      | 0.25     | 13.07                                     | 0.96      | 0.30          | **       | 9.25                                      | 0.96      | 0.44          | **       |
| PRO                             | 607.75                            | 15.20     | 7.39     | 573.04                                  | 14.4      | 8.68          | **       | 395.29                                  | 14.24     | 5.17         | **       | 191.54                            | 8.47      | 2.96     | 183.43                                    | 7.51      | 4.21          | **       | 70.01                                     | 8.47      | 3.36          | **       |
| VAL                             | 296.47                            | 12.32     | 3.61     | 218.82                                  | 9.24      | 3.32          | **       | 100.84                                  | 7.31      | 1.32         | **       | 125.04                            | 5.97      | 1.93     | 96.78                                     | 5.39      | 2.22          | **       | 22.17                                     | 5.20      | 1.06          | **       |
| THR                             | 122.03                            | 6.74      | 1.48     | 123.47                                  | 6.16      | 1.87          | **       | 53.92                                   | 2.89      | 0.70         | **       | 39.82                             | 1.44      | 0.62     | 34.67                                     | 1.35      | 0.80          | **       | 12.03                                     | 1.54      | 0.58          | **       |
| CYS                             | 3280.00                           | 14.63     | 39.88    | 3024.74                                 | 13.4      | 45.83         | *        | 4927.87                                 | 14.05     | 64.40        | *        | 4474.61                           | 7.51      | 69.22    | 2559.45                                   | 4.23      | 58.73         | *        | 1327.59                                   | 5.39      | 63.71         | *        |
| LEU/ILE                         | 673.41                            | 11.74     | 8.19     | 530.62                                  | 12.3      | 8.04          | **       | 303.73                                  | 7.89      | 3.97         | **       | 288.61                            | 4.62      | 4.46     | 291.66                                    | 3.27      | 6.69          | **       | 106.46                                    | 2.12      | 5.11          | **       |
| ASP                             | 36.47                             | 1.15      | 0.44     | 29.97                                   | 1.15      | 0.45          | **       | 9.93                                    | 0.77      | 0.13         | **       | 6.89                              | 0.58      | 0.11     | 10.43                                     | 0.64      | 0.24          | **       | 1.59                                      | 0.13      | 0.08          | **       |
| ASP.a                           | 23.04                             | 0.58      | 0.28     | 16.13                                   | 0.31      | 0.24          | **       | 4.85                                    | 0.12      | 0.06         | **       | 3.91                              | 0.27      | 0.06     | 5.56                                      | 0.25      | 0.13          | **       | 0.93                                      | 0.06      | 0.04          | **       |
| GLU                             | 44.65                             | 0.60      | 0.54     | 20.05                                   | 0.77      | 0.30          | *        | 9.51                                    | 0.44      | 0.12         | *        | 17.13                             | 0.50      | 0.27     | 18.89                                     | 0.38      | 0.43          | *        | 13.08                                     | 0.31      | 0.63          | *        |
| LYS                             | 8.05                              | 0.17      | 0.10     | 4.28                                    | 0.17      | 0.06          | **       | 2.18                                    | 0.12      | 0.03         | **       | 3.97                              | 0.13      | 0.06     | 3.87                                      | 0.06      | 0.09          | **       | 2.67                                      | 0.10      | 0.13          | **       |
| MET                             | 68.42                             | 1.54      | 0.83     | 93.65                                   | 5.58      | 1.42          | **       | 44.02                                   | 1.35      | 0.58         | **       | 14.87                             | 0.77      | 0.23     | 24.43                                     | 0.96      | 0.56          | **       | 7.67                                      | 0.58      | 0.37          | **       |
| HIS                             | 922.69                            | 5.00      | 11.22    | 821.18                                  | 4.81      | 12.44         | **       | 499.59                                  | 1.15      | 6.53         | **       | 444.92                            | 1.15      | 6.88     | 445.25                                    | 0.77      | 10.22         | **       | 132.01                                    | 0.58      | 6.33          | **       |
| PHE                             | 278.06                            | 0.77      | 3.38     | 173.53                                  | 0.77      | 2.63          | *        | 212.14                                  | 0.96      | 2.77         | *        | 216.69                            | 1.35      | 3.35     | 243.98                                    | 0.96      | 5.60          | *        | 194.58                                    | 0.46      | 9.34          | *        |
| ARG                             | 632.21                            | 1.20      | 7.69     | 446.18                                  | 0.85      | 6.76          | **       | 421.51                                  | 0.58      | 5.51         | **       | 350.91                            | 0.63      | 5.43     | 285.49                                    | 0.29      | 6.55          | **       | 80.46                                     | 0.21      | 3.86          | **       |
| TRP                             | 29.73                             | 0.08      | 0.36     | 21.63                                   | 0.06      | 0.33          | **       | 14.82                                   | 0.03      | 0.19         | **       | 12.45                             | 0.04      | 0.19     | 10.06                                     | 0.02      | 0.23          | **       | 7.47                                      | 0.01      | 0.36          | **       |
| <b>TOT</b>                      | 8223.72                           | 187.3     | 100      | 6599.45                                 | 170       | 100           |          | 7652.066                                | 275.3     | 100          |          | 6464.362                          | 250.4     | 100      | 4357.65                                   | 143.1     | 100           |          | 2083.95                                   | 74.2      | 100           |          |
| <b><math>\Delta\%</math> -N</b> |                                   |           |          |                                         |           | <b>-19.7%</b> |          |                                         |           | <b>-6.9%</b> |          |                                   |           |          |                                           |           | <b>-32.6%</b> |          |                                           |           | <b>-67.8%</b> |          |

How the deposited data were processed for this re-analysis (not part of the article)

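Root apexes of maize B73 seedlings were sampled after 24 h without nitrogen (-N), with 1 mM nitrate or with 1 mM ammonium, in 3 biological replicates per condition, and their RNA was sequenced. The paper gives 20 pooled seedlings per replicate and the record of the series 10 to 15.

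The authors trimmed the reads with Trimmomatic 0.33, mapped them with Tophat 2.0.13 to the B73 AGPv4 assembly with its Gramene annotation, removed alignments with a mapping quality under 1 with Samtools, and ran Cuffdiff 2.2.1 with correction for reads that map to several places and with a normalization by upper quartile. The deposited values are the RPKM that the authors obtained from Cuffdiff, as one estimate per gene and condition over the 3 replicates. They are already normalized for gene length and library size. Normalizing to total or quartile means that a change in a few abundant RNAs can move all other values a little, and the correction for shared reads divides reads between similar genes, so that members of gene families are less certain. The table has no value per replicate, no count and no read depth. For this reason no test, standard deviation or p-value was computed from it, and a statement on a gene gives the size of a difference and not its significance. Intervals on shares and counts cover the counting of genes alone.

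From the RPKM values, log2 ratios of nitrate to -N and of ammonium to -N were computed without a pseudocount, for genes with at least 1 RPKM in at least one of the 2 conditions compared. A gene was counted as higher or lower when the log2 ratio lay beyond 0.58, the fold threshold of the paper. A gene listed at 0 in one of the conditions was counted by its direction and given no ratio. The paper applied in addition a false discovery rate of 0.05 to tests across replicates, which cannot be repeated from the table. Genes taken from the supplementary tables were counted by the same threshold without a minimum RPKM. Shares have 95% Wilson intervals. The overlap and the correlation of the 2 comparisons were set beside 100 simulations of 3 unchanged groups that share their control. Table S2 and Supplementary dataset 1 were used in shortened copies, of 1998 of the 2324 genes and of 1999 of the 45260 identifiers per comparison. The genes of Table S2 were clustered by Pearson correlation and average linkage into 8 clusters. The values of the supplements were checked against the deposited table, and no gene of Tables S2 to S6 or of Supplementary dataset 1 differed by more than rounding. Genes of Tables S3 to S6 were summarised by median and direction, as listed. For single genes, the change was set against the 1000 genes of nearest mean RPKM, with the gene itself among them. The counting was tested on simulated data for 14894 genes, of which 200 had been changed by known amounts over a small noise, and all 200 were recovered with no unchanged gene counted. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

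The genes named in the text are the gene the paper names (Zm00001d015905), the genes of Table S3, at most 3 genes per GO term and cluster of Tables S4 to S6 with the largest change in the comparison the cluster is named for, and the 3 Zm00001d genes with the largest change per comparison and direction among those with at least 10 RPKM in one of the conditions and above 0 in both. Genes outside this rule are marked as chosen after their values were seen. The rule and the main settings were fixed before the data were examined, as were the alternatives, which were a pseudocount of 0.1 or 1, no filter, a minimum of 5 RPKM, 3 other scalings (median log2 ratio of 0, same total, same upper quartile), leaving out ENSRNA identifiers, a threshold of 1 on the log2 ratio, and for the clusters complete linkage, log2 values and the median scaling. Gene families and a list of genes that respond to low oxygen had been planned over all genes. The annotation used here does not pair Zm00001d identifiers with descriptions, so they were taken from the descriptions in Tables S3 to S6 alone, and no comparison with random lists was run on them. GO and MapMan enrichment, strigolactone genes and the measurements of growth, pigments and amino acids were not analysed here.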

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

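The tests of explanations in this part were chosen after the values had been seen. Each value is one estimate per condition, so no difference between conditions was tested against replicates.

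ENSRNA identifiers, which the annotation gives for non-coding RNAs, held 7.77% of the summed RPKM in -N, 10.8% after nitrate and 9.74% after ammonium. The text of the paper does not discuss them. They are listed here because both shares lie above that of the -N control. Most of it is ribosomal RNA. The 3 highest identifiers, all annotated as large subunit ribosomal RNA, made up 62.6% of the ENSRNA total in -N, 67.7% after nitrate and 74.4% after ammonium. One of them, ENSRNA049478226, had 19358 RPKM in -N, 27056 after nitrate and 25751 after ammonium. A further such identifier, ENSRNA049478180, was listed at 3591 RPKM in -N and at 0 after nitrate and ammonium, and Supplementary dataset 1 marks it as not estimated because of too many reads (HIDATA). Without it the -N share was 7.40%. Left without these 4 identifiers, the ENSRNA share was 2.51% in -N and 2.49% after ammonium. This flat remainder is a net of opposite moves. Small nucleolar RNAs fell from 1.086% in -N to 0.654% after ammonium, while small nuclear RNAs rose from 0.057% to 0.097%. After ammonium 43 of 55 ribosomal RNA identifiers above 0 in all conditions were also higher. The 3 highest rose from 4.86% in -N to 7.24% after ammonium, but the rise was not confined to them. After nitrate the share without these 4 identifiers was 3.48%. There 205 of 261 ENSRNA identifiers above 0 in all conditions were higher, which argues against a few identifiers as the whole cause. If more RNA without a poly(A) tail of every kind had passed into the libraries, the small nucleolar RNAs would have risen too. After ammonium their median log2 ratio was -0.54, which argues against this reading for ammonium. After nitrate it was 0.50, with 103 of 137 identifiers higher, and the medians of the small nuclear and the ribosomal RNAs were 0.51 and 0.49, which is what this reading predicts for nitrate. The summed RPKM of the other identifiers was 816883 in -N, 817333 after nitrate and 838922 after ammonium, so that these totals were not lower with N. A difference between libraries in the carry-over of such RNA stays open, in the case of ammonium not of every kind. A higher content of ribosomal RNA in apexes supplied with N stays open too. The values per library that would part them were not used here. The identifiers singled out here were chosen after their values were seen.

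GRMZM5G identifiers, which stand for mitochondrial and plastid genes, held 0.057% of the summed RPKM in -N, 0.076% after nitrate and 0.065% after ammonium, and are listed for the same reason. One identifier, GRMZM5G881135, held 57.2% of their total in -N, 59.4% after nitrate and 51.0% after ammonium. It had 289.9 RPKM in -N, 413.4 after nitrate and 305.9 after ammonium. The other identifiers summed to 216.9 RPKM in -N, 282.5 after nitrate and 294.2 after ammonium. Of 48 identifiers above 0 in all conditions, 41 were higher after nitrate and 39 after ammonium, which argues against a few identifiers as the whole cause. Of 42 mitochondrial identifiers with values in all 3 conditions, 37 were higher after nitrate and 34 after ammonium. Transcripts of these genomes mostly lack long poly(A) tails, so a difference in library preparation and a difference in organelle expression both stay open and were not tested.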

How the results depend on the processing

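No paired analysis was possible because the table holds one value per condition and no value per replicate. For the same reason the analyses without each replicate in turn and with a replicate block were not run. The gene families and the low-oxygen list were not run under other filters, since their members come from Tables S3 to S6. The alternatives were set before the data were examined. Counts are called changed when they move by more than 1.5 times, shares when they leave the 95% Wilson interval over genes, the correlation when it leaves its 95% interval from Fisher's transformation over genes, and medians of gene lists when they leave the 95% interval from order statistics, or the range of the genes where a list has under 6 genes. In 43 of 100 comparisons of a count, a share, the correlation or the clusters with an alternative the value changed, as it did in 4 of 90 for Tables S3 to S6 and in 6 of 160 for the gene families and the low-oxygen list. More genes were higher than lower after each N source under each alternative. An alternative without the genes listed at 0 in one of the conditions was added after the values had been seen, and gave 68.9% higher genes after nitrate and 63.5% after ammonium.

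Without a filter on low values there were 7089 genes higher and 3931 lower after nitrate, 8534 higher and 5432 lower after ammonium, 3800 higher and 2048 lower after both, and 1218 changed in opposite directions, and the shares of higher genes were 64.3% after nitrate and 61.1% after ammonium. The larger counts come with the genes under 1 RPKM that this setting adds. With at least 5 RPKM there were 1179 genes higher and 633 lower after nitrate, 2747 higher after ammonium, 562 higher and 223 lower after both, and 107 in opposite directions, with 65.1% higher after nitrate and 53 ENSRNA identifiers lower after nitrate. These smaller counts come with the genes removed. With the log2 ratio beyond 1 there were 1116 genes higher and 541 lower after nitrate, 2129 higher and 591 lower after ammonium, 472 higher and 142 lower after both, 68 in opposite directions and 107 ENSRNA identifiers higher after nitrate, as a stricter threshold must give, while the share of higher genes after ammonium rose to 78.3%.

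With a pseudocount of 1, which shrinks the ratios of low genes, 751 genes were higher and 272 lower after both and 138 changed in opposite directions, with shares of 66.7% after nitrate and 66.0% after ammonium. The median log2 ratio fell to 1.52 for the biotic stimulus genes of cluster 1 after ammonium, to 0.94 and 0.97 for the hormone genes of clusters 2 and 3, and it was -1.0 for cell proliferation. It was 0.97 for LOB domain genes after nitrate, and after ammonium 1.40 for AP2/EREBP genes, among which the gene listed at 0 in -N gains a ratio at this setting and enters the median, 1.06 for nitrate and nitrite reductase genes and 1.42 for ethylene synthesis genes. The shares of higher genes after nitrate and ammonium were 63.1% and 60.2% with the median log2 ratio set to 0, 62.7% and 54.6% with the same total, and 70.5% and 57.3% with the same upper quartile, so that no scaling moved a split by over 10 percentage points. The median of the AP2/EREBP genes after nitrate was 0.40 with the first and the second of these scalings. The cause of these shifts was not tested beyond the scaling itself.

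The shares changed after both, after nitrate alone and after ammonium alone were added after the values had been seen and are not in the 100 comparisons. The share changed after both was 39.4% without a filter, 16.9% with at least 5 RPKM, 17.9% with a pseudocount of 1, 18.5% with the log2 ratio beyond 1, 21.4% with the same total and 21.5% without ENSRNA identifiers. Ammonium alone had 38.5% without a filter, 65.7% with at least 5 RPKM, 60.7% with a pseudocount of 1, 57.4% with the same total and 57.1% without ENSRNA identifiers, and nitrate alone 17.4% with at least 5 RPKM and 26.4% with the log2 ratio beyond 1. The cause was not tested.

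The correlation of the 2 comparisons was 0.422 with a pseudocount of 0.1, 0.467 without a filter and 0.351 with at least 5 RPKM, and the cause was not tested. The share of genes in the matching cluster was 73.2% with complete linkage, 78.2% with log2 values and 91.7% with the median scaling, and the cause was not tested. The lack of values per replicate limits all single-gene statements, most of all for genes near or under 1 RPKM.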

Differences from the paper's values

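The paper's counts need a false discovery rate of at most 0.05 in addition to the fold threshold, and this step cannot be repeated from the values used here, so that the 2 sets of counts are not on one footing. The paper reports 1349 genes for nitrate and 1264 for ammonium, against 3695 and 6599 by the fold threshold alone. For nitrate, the count came within 1.5 times the paper's with at least 5 RPKM (1812) and with the log2 ratio beyond 1 (1657), and under no other alternative set before the data were examined. For ammonium none of these alternatives did, the closest being 2720 with the log2 ratio beyond 1.

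For the direction after nitrate, the paper's text gives 41.9% up-regulated and 58.1% down-regulated, against 68.5% and 31.5% here. The share of higher genes came within 1.5 times the paper's with the same total (62.7%) and under no other alternative set before the data were examined, the next being 63.1% with the median log2 ratio set to 0. None of them brought the lower share within 1.5 times the paper's, the closest being 37.3% with the same total. More genes were higher than lower under each of them. In Fig. 1 of the paper, nitrate has about 780 up-regulated and about 570 down-regulated genes (read by eye), against 2532 and 1163 here, so that the figure and the text of the paper give opposite majorities. The higher count came within 1.5 times the figure's with the log2 ratio beyond 1 (1116) and under no other alternative, and the lower count did so with at least 5 RPKM (633), with the log2 ratio beyond 1 (541) and with a pseudocount of 1 (849), and under no other. Of the 1998 genes in the copy of Table S2, 829 were higher and 514 lower after nitrate by the fold threshold. That is the majority of the figure and not of the text. The copy is cut, and Table S2 does not give which comparison was significant. For ammonium the paper gives 92% up-regulated, against 63.3% here, and 8% down-regulated, against 36.7%. None of the alternatives brought the lower share within 1.5 times the paper's, the closest being 21.7% with the log2 ratio beyond 1.

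The paper reports 229 genes up-regulated by both N sources, 28 down-regulated by both, 32 changed in opposite directions and 289 in all, against 1244, 425, 224 and 1893 here. None of the alternatives closed these gaps, and the closest values were 472, 142, 68 and 682 with the log2 ratio beyond 1. The paper's 12.4% regulated by both compares with 22.5% here. It came within 1.5 times the paper's with at least 5 RPKM (16.9%), with the log2 ratio beyond 1 (18.5%) and with a pseudocount of 1 (17.9%), and under no other alternative. The paper's 45.6% regulated by nitrate alone compares with 21.4% here, and none of the alternatives closed the gap, the closest being 26.4% with the log2 ratio beyond 1.

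The paper finds the AS2/LOB and WRKY families enriched in ammonium up-regulated genes exclusively, and enrichment was not analysed here. Of the members named in its Tables S4 and S6, the 2 LOB domain genes rose after nitrate too, with a median log2 ratio of 1.22, and 3 of the 6 WRKY genes were higher after nitrate by the fold threshold. The LOB domain genes and a WRKY gene of these 3 come from clusters 2 and 3. The paper describes these clusters as raised by both N sources, so the rise of their genes after nitrate follows from the choice. These few genes do not test the enrichment of the families. The paper describes cluster 4 as a single gene induced by nitrate and repressed by ammonium. In the copy of Table S2 used here, 19 genes lie past the fold threshold in these directions.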

Other observations

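The tests in this part were chosen after the values had been seen.

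The log2 ratios after ammonium were more widely spread than those after nitrate. Over the genes with at least 1 RPKM in one condition, the interquartile range was 0.75 for ammonium against -N, 0.44 for nitrate against -N and 0.69 for ammonium against nitrate, so that the ammonium column stands apart from both others. Noise at low abundance would bring the ranges together among abundant genes, but over the 8606 genes with at least 20 RPKM the ammonium range was 1.99 times the nitrate range (0.70 against 0.35). A larger spread between the ammonium replicates cannot be excluded. From the paper's Cuffdiff statistics for 153 genes of Supplementary dataset 1 tested in both comparisons, the standard error was larger for ammonium in 125 genes, with a median of 1.00 against 0.87 and a median ratio of 1.15 (95% bootstrap interval over genes 1.12 to 1.21), while the interquartile ranges of the log2 ratios of these same genes were 1.04 and 0.58, which differ 1.79 times (1.26 to 2.35). Standard errors as large as these ranges leave open that the spread of these genes is error between replicates, or that the errors are not calibrated to it. These genes are few and low, with a median of 2.23 RPKM, and they are the first identifiers of the annotation. A broader response of the transcriptome to ammonium stays open beside it and was not tested.

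The excess of higher genes after ammonium may depend on the size of the change. At the fold threshold the share of higher genes was 63.3% after ammonium and 68.5% after nitrate, and with the log2 ratio beyond 1 it was 78.3% and 67.4%. Noise in low genes would leave the share of abundant genes unmoved, but with at least 20 RPKM it was 61.9% beyond 0.58 and 84.4% beyond 1. Small decreases after ammonium are nearly as common in the values as small increases, with 1829 genes between -1 and -0.58 and 2050 between 0.58 and 1. A candidate explanation for the larger majority of up-regulated genes in the paper is that a test across 3 replicates passes large changes and few small ones. This was not tested, since values per replicate were not used here.

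The nitrite reductase gene and 1 of the 2 nitrate reductase genes named in the tables of the paper were as high after ammonium as after nitrate. The paper names ammonium as the N source of that solution and does not give its full composition. Ammonium brought 1.02 times the rise in RPKM that nitrate brought for the nitrite reductase gene Zm00001d018161 and 0.95 times for the nitrate reductase gene Zm00001d049995. The other nitrate reductase gene, Zm00001d017025, chosen after its values were seen, was higher after ammonium than after nitrate, with 0.109 RPKM in -N, 0.219 after nitrate and 1.15 after ammonium. A single gene at this level decides nothing, but a level above that with nitrate itself is not what traces of nitrate would be expected to give. Nitrate in the ammonium solution at a level that acts as 1 mM would be expected to raise the other nitrate-induced genes as far. Of 48 Zm00001d genes with a log2 ratio over 2 and at least 5 RPKM after nitrate, 26 reached under 0.25 of their nitrate rise after ammonium, and the median was 0.17. The dirigent protein gene Zm00001d052585 did not rise at all. On the other hand, 14 of the 48 genes reached 0.75 or more. The low shares do not exclude such a level. The 48 genes were chosen by the same nitrate values that the share is taken of, which lowers it. Whether ammonium holds some of these genes down was not tested. Traces of nitrate, to which some of the genes respond, and an induction of these genes by ammonium itself cannot be told apart, because no nitrate measurement and no time course of the same samples was used here.

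Small nucleolar RNAs fell after ammonium, while the medians of small nuclear RNAs (0.18) and ribosomal RNAs (0.41) rose. Of 137 such ENSRNA identifiers above 0 in all 3 conditions, 93 were lower after ammonium, with a median log2 ratio of -0.54, and 103 were higher after nitrate, with a median of 0.50. Loss of short fragments from the ammonium libraries would lower other RNAs of the same length as well, and the tables leave it open. By the length of the locus in Supplementary dataset 1, the median of the small nucleolar RNAs after ammonium was -0.98 below 100 bases. It was -0.62 at 100 to 200 bases and -0.27 over 200 bases. This order goes with such a loss, but a locus can span overlapping genes and need not be the length of the RNA. Over 200 bases the median locus of the small nucleolar RNAs was 2524 bases, so that this class does not give RNA length. The 62 other identifiers of 100 to 200 bases had a median of 0.21, but they are longer (median locus 160 bases against 119). Below 100 bases the 3 other identifiers were all higher, with a median of 0.99, which goes against such a loss. At 100 to 125 bases, where the lengths match, the median was -0.73 for 33 small nucleolar RNAs and -0.68 for 8 others, of which 5 were lower and 3 higher, and both groups of others are too few to decide. Kits of the kind the paper names are mostly used to select polyadenylated RNA, and RPKM of such short features is imprecise, so the reads could come from host transcripts or introns, which was not tested. Of the 1448 ENSRNA identifiers, 167 were higher and 81 lower after nitrate by the fold threshold, and 129 were higher and 141 lower after ammonium. The copy of Table S2 used here, with 1998 of 2324 genes, lists 20 of them.

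The low-oxygen list had been fixed as a check on the aeration of the solutions, which the paper describes as constant. The descriptions in Tables S3 to S6 name 6 of its genes, all chosen by the paper from these libraries. Their median log2 ratio was 1.65 after ammonium and 0.51 after nitrate. The 3 pyruvate decarboxylase genes had log2 ratios of 3.44, 1.90 and 1.39 after ammonium and of -1.19, 0.51 and 0.04 after nitrate, whereas hemoglobin 1 rose after both. No explanation was tested.

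The remaining families read from the descriptions in Tables S3 to S6 were small and selected in the same way. The 8 glutathione transferase genes had a median log2 ratio of 1.35 after ammonium and 0.56 after nitrate, and the 4 pathogenesis-related genes had 2.07 and 1.23. Of the 16 class III peroxidase genes, 13 were lower after nitrate and 10 after ammonium, but 2 were higher after nitrate and 3 after ammonium. Zm00001d014608 of cluster 1, chosen after its values were seen, was higher after both. It had 20.5 RPKM in -N, 40.4 after nitrate and 117.4 after ammonium.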
